# Integrated microRNA and whole-transcriptome sequencing reveals the involvement of small and long non-coding RNAs in the fiber growth of ramie plant

**DOI:** 10.1186/s12864-023-09711-9

**Published:** 2023-10-09

**Authors:** Yafen Fu, Langbo Yi, Fu Li, Jing Rao, Xiai Yang, Yanzhou Wang, Chan Liu, Touming Liu, Siyuan Zhu

**Keywords:** Ramie, Fiber growth, Small RNA, Long non-coding RNA, MYB transcriptional factor

## Abstract

**Background:**

MicroRNAs (miRNAs) and long non-coding RNAs (lncRNAs) are the two main types of non-coding RNAs that play crucial roles in plant growth and development. However, their specific roles in the fiber growth of ramie plant (*Boehmeria nivea* L. Gaud) remain largely unknown.

**Methods:**

In this study, we performed miRNA and whole-transcriptome sequencing of two stem bark sections exhibiting different fiber growth stages to determine the expression profiles of miRNAs, lncRNAs, and protein-encoding genes.

**Results:**

Among the identified 378 miRNAs and 6,839 lncRNAs, 88 miRNAs and 1,288 lncRNAs exhibited differential expression. Bioinformatics analysis revealed that 29 and 228 differentially expressed protein-encoding genes were targeted by differentially expressed miRNAs and lncRNAs, respectively, constituting eight putative competing endogenous RNA networks. lncR00022274 exhibited downregulated expression in barks with growing fibers. It also had an antisense overlap with the MYB gene, *BntWG10016451*, whose overexpression drastically increased the xylem fiber number and secondary wall thickness of fibers in the stems of transgenic *Arabidopsis*, suggesting the potential association of lncR00022274-*BntWG10016451* expression with fiber growth.

**Conclusions:**

These findings provide insights into the roles of ncRNAs in the regulation of fiber growth in ramie, which can be used for the biotechnological improvement of its fiber yield and quality in the future.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09711-9.

## Background

Plant fibers are essential for humans as they are a major source of raw materials for the production of paper, textiles, and composites [1]. In addition, fibers are important for plant growth and development because they provide mechanical support to different organs as well as the entire plant body [2]. Fiber formation has gained attention in studies of model species because of the remarkable roles of fibers within plants and their commercial applications. Plant fibers are a type of sclerenchymatous cells with thick secondary cell walls that are mainly composed of cellulose, hemicelluloses (xylan and glucomannan), and lignin [3]. Therefore, fiber growth is mainly involved in the biosynthesis of secondary cell walls [4]. Numerous enzyme-encoding genes are involved in the biosynthesis of secondary cell walls, participating mainly in cellulose biosynthesis and assembly, glucomannan biosynthesis, lignin biosynthesis and polymerization, and the patterned deposition of secondary cell walls [3]. Expression of these enzyme-encoding genes is coordinated at an appropriate time by an NAC-MYB-based transcriptional network [3, 5]. In *Arabidopsis*, at least 10 NAC genes have been identified as the top-level master switches of this regulatory network who regulate the expression levels of the second-level master switches, MYB46 and MYB83; MYB46/MYB83 subsequently modulates the expression levels of downstream transcription factors, precisely controlling the entire secondary wall biosynthesis process [3]. MYB transcription factors play an important role in the regulation of plant cell wall biosynthesis and can be classified into the following four types based on the number of MYB structural domains: 1R-MYB, R2R3-MYB, R1R2R3-MYB, and 4R-MYB [6–10]. R2R3-MYB is the largest subfamily of MYB transcription factors in plants [10, 11]. Hence, genomic identification of R2R3-MYB transcription factors has been performed in several sequenced plants. To date, 126 R2R3-MYB transcription factors have been identified in *Arabidopsis* [12], 108 in grape [13], 100 in sweet orange [14], and 222 in apple [15] plants.

In addition to genes regulating the growth of plant fibers, non-coding RNAs (ncRNAs) also affect the plant fibers. NcRNAs differ from their corresponding mRNAs because their base sequences do not encode proteins [16]. NcRNAs are generally divided into two classes based on the length cutoff: those with less than 200 nucleotides are usually referred to as short or small ncRNAs, including microRNAs (miRNAs), and those with more than 200 bases are known as long ncRNAs (lncRNAs) [17]. Although ncRNAs do not encode proteins, they play crucial roles in plant growth and development, including fiber growth [18]. Genome-wide expression profiling has identified many differentially expressed non-coding miRNAs and lncRNAs that are potentially involved in the regulatory network of secondary wall biosynthesis in various species [19–22]. Functional characterization of *miR397a* revealed that this ncRNA modulates the secondary wall biosynthesis by targeting two laccase genes, *LAC17* and *LAC4*, which are involved in secondary wall biosynthesis in *Citrus* [23]. In *Arabidopsis*, *TCP4* promotes, whereas non-coding *miR319* inhibits the biosynthesis of secondary cell wall by targeting *TCP4* [24].

Ramie (*Boehmeria nivea* L. Gaud) is one of the oldest fiber crops in China, with a cultivation history of 4,700 years in the country [25]. Ramie fibers extracted from the stem bark possess many excellent characteristics [26]. Although significant efforts have been made to understand the mechanisms underlying fiber growth [27–31], the basic mechanisms of miRNAs and lncRNAs involved in secondary cell wall biosynthesis in the fibers of many species, especially those of ramie plant, remain unclear. Therefore, in this study, we characterized and compared the expression profiles of miRNAs and lncRNAs between the bast barks of the top stem (TPS) and middle stem (MPS) sections, where the secondary cell walls of fibers are thick and do not initiate plant growth [21], to identify the ncRNAs associated with fiber growth. Our study provides an important basis for understanding the involvement of ncRNAs in the regulation of ramie fiber growth.

## Results

### Characterization of miRNA expression profiles in the bast barks

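Small RNAs were sequenced from the bark of the top stem section (TPS) and of the middle stem section (MPS), in which fibers were growing, in the cultivar Zhongzhu 1. Each section had 3 replicates, numbered 1 to 3. The sample labels give 5 plants per sample and an age of 40 days, while the methods give an age of 30 days. The authors filtered the reads, compared the clean tags with known miRNAs and other non-coding RNA families (AASRA and CMsearch), and used the remaining tags to predict further miRNAs (PIPmiR). The values are the number of tags of each small RNA and TPM, which is that count scaled to the total of the library. Over the 6 libraries, 182900847 tags were counted. The paper's Table 1 gives 30419934 to 32788217 clean reads per library. The file totals are the ones behind the TPM values and were taken as library sizes. Between 3363754 and 5851164 tags per library were counted for miRNAs. The counts were normalized by TMM and compared between the sections with edgeR's quasi-likelihood test, over the 329 miRNAs that passed its filter on low counts. A miRNA was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. All log2 fold changes are MPS over TPS. The spread between replicates was large, with a common dispersion of 0.523. It was 0.293 in a fit with replicate 1 against replicates 2 and 3 as a term, chosen after seeing the data. In simulated libraries with a dispersion of 0.4, the test called 11 of 30 miRNAs given a log2 fold change of 2 and 30 of 30 given a log2 fold change of 4. The simulated dispersion was below the real one and replicate 1 did not stand apart, so that these shares are not the power in the real libraries. Reads without molecular identifiers are not independent molecules, so that all counts carry more than counting error.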

Six bark tissues (three from TPS and three from MPS) were used for small RNA sequencing and yielded a total of 189.0 million clean reads (Table 1). Of these reads, 170.3 million were aligned with known miRNAs by searching a small RNA database, leading to the annotation of 176 ramie miRNAs, and the remaining reads were used for predicting miRNAs, leading to the identification of 202 novel miRNAs (Table S1). 

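The files list 379 miRNAs, of which 177 carry the names of known families and 202 were predicted. Tags of known mature miRNAs made up 10.7 ± 1.12% of the tags in TPS and 12.2 ± 2.34% in MPS (SD, n = 3 libraries per section; exact permutation test, p = 0.4). Intergenic tags made up 48.5% in TPS (47.3 to 49.6% over the 3 libraries) and 39.3% in MPS (38.1 to 40.6%), and tags from repeats 18.7 ± 1.52% and 25.2 ± 2.99%. Fragments of rRNA accounted for 0.856 ± 0.130% and 1.40 ± 0.261% of the tags. For these 3 classes and for miRNA precursors, every MPS library lay on one side of every TPS library (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow; adjusted p = 0.35 over the 14 classes). Loci of siRNAs, which guide the silencing of repeats and transgenes in plants, held 3.25 ± 0.252% of the tags in TPS and 3.42 ± 0.552% in MPS (exact permutation test, p = 0.8).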

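The miRNA levels of the replicate 1 libraries stood apart from those of the other 4 libraries. Across miRNAs, the log2 levels of TPS replicate 1 correlated with those of MPS replicate 1 at Pearson's r = 0.886, and with those of TPS replicates 2 and 3 at 0.841 and 0.814. For MPS replicate 1, r was 0.850 with MPS replicate 2 and 0.797 with MPS replicate 3. TPS replicates 2 and 3 correlated at 0.906, and MPS replicates 2 and 3 at 0.933. The mean r was 0.857 within the sections and 0.832 between them. These values are across miRNAs, which are not independent replicates. In a principal component analysis, component 1 held 46.9% of the variance and parted replicate 1 of both sections from the other libraries, and component 2 held 25.3% and parted TPS from MPS. In total, 12 miRNAs had at least 100 counts in both replicate 1 libraries and under 2 counts in each of the others, while no other pair of libraries shared any miRNA in this way.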

Correlation analysis of miRNA expression levels among the six samples revealed a distinct difference between TPS and MPS sample (Fig. S1). Therefore, we compared the expression levels of these 378 miRNAs between the TPS and MPS tissues. The results revealed that 51 and 37 miRNAs exhibited downregulated and upregulated expression, respectively, in fiber-growing MPS tissues (Fig. 1a; Table S2). 

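Among the miRNAs with an unadjusted p under 0.05, none of which passed the adjusted test, were members of the miR166, miR167, miR171 and miR172 families. miR172e-3p, of a family that represses AP2-like transcription factors, was at 5.19 ± 1.16 TPM in TPS and 20.5 ± 2.32 TPM in MPS (SD, n = 3 libraries per section). miR171e-5p was at 18.0 ± 12.7 TPM in TPS and 143 ± 25.5 TPM in MPS. The predicted miRNA novel_mir3 was at 90.7 ± 13.0 TPM in TPS and 493 ± 160 TPM in MPS. On the other side, miR171b_2, of a family that targets GRAS transcription factors, was at 3043 ± 1211 TPM in TPS and 278 ± 188 TPM in MPS. miR166h-3p_1, of a family that targets HD-ZIP transcription factors, was at 110 ± 36.1 TPM in TPS and 23.3 ± 9.11 TPM in MPS, and miR167d_1, of a family that targets auxin response factors, at 347 ± 259 TPM and 11.8 ± 9.98 TPM. The fitted log2 fold changes were 2.02 for miR172e-3p (standard error 0.349), 3.07 for miR171e-5p (standard error 0.555), 2.47 for novel_mir3 (standard error 0.377), -3.44 for miR171b_2 (standard error 0.713), -2.21 for miR166h-3p_1 (standard error 0.436) and -4.84 for miR167d_1 (standard error 0.910). The adjusted p from edgeR was 0.117 for miR171b_2 and 0.106 for the others. In each of them, all MPS libraries lay on one side of all TPS libraries (two-sided exact permutation test, p = 0.1, the smallest possible here). Apart from miR166h-3p_1, which the paper draws in Fig. 4, these miRNAs were chosen after their values were seen. edgeR called 0 of the 329 miRNAs, of which 59 had an unadjusted p under 0.05. DESeq2 called 28 miRNAs higher and 20 lower, and limma on log2 TPM called 0. The edgeR fit without TPS replicate 1 called 5 miRNAs. A fit with replicate 1 against replicates 2 and 3 as a term, chosen after the replicate 1 libraries were seen to stand apart, called 14 miRNAs higher and 17 lower.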

Five differentially expressed miRNAs were randomly selected for real-time quantitative polymerase chain reaction (qPCR) analysis and their expression differences were further verified (Fig. S2). The results indicated that the differential expression detected using small RNA sequencing was reliable. These differentially expressed miRNAs may play important roles in controlling ramie fiber growth.

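The miR172 family, whose members are known to control flowering and the change from the juvenile to the adult phase, had positive log2 fold changes in MPS over TPS. All of its 12 tested members had a positive log2 fold change, from 0.07 to 4.52 with a median of 1.19. The family passed limma's fry test for a shift in one direction (adjusted p = 0.0190 over 12 families) but not limma's camera with an estimated correlation among the members (adjusted p = 0.301). With a preset correlation, camera passed it (adjusted p = 3.44e-05). In the miR399 family, which acts in phosphate supply, all 6 tested members had a positive log2 fold change, with a median of 1.38. The adjusted p was 0.0412 from limma's fry test, 0.506 from camera with an estimated correlation and 0.000456 from camera with a preset one. For example, miR399a was at 33.1 ± 7.27 TPM in TPS and 71.0 ± 14.3 TPM in MPS (SD, n = 3), and miR399e-5p at 0.917 ± 0.283 TPM and 4.52 ± 0.244 TPM. With the replicate number as a block, the adjusted p from fry for one direction was 0.0749 for both. The miR393, miR396, miR171 and miR167 families, of which miR393 and miR167 act in auxin signaling and miR396 targets growth-regulating factors, passed limma's fry test for change in either direction (adjusted p = 0.000212 for miR393, adjusted p = 0.000212 for miR396, adjusted p = 0.00100 for miR171 and adjusted p = 0.00371 for miR167). In the fits without 1 library, the adjusted p of this fry test stayed at 0.0438 or less for miR171 and 0.0147 or less for miR393, but was 0.0596 for miR396 without TPS replicate 2, and for miR167 0.0694 without TPS replicate 1 and 0.0838 without MPS replicate 2. The other 6 families did not pass either test. Left-out libraries changed the outcome of the test for one direction: 0 families passed it without TPS replicate 1, TPS replicate 2 or MPS replicate 2, 1 without TPS replicate 3 (miR399) or MPS replicate 3 (miR172), and 2 without MPS replicate 1 (miR171 and miR399). The adjusted p from fry in these fits was 0.0267 to 0.108 for miR172 and 0.0212 to 0.130 for miR399. From the miRNAs that it lists as differing between the sections, the paper proposes that they act in the control of fiber growth.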

**Table 1:** Statistics of reads from small RNA and mRNA sequencing

Sample	Small RNA sequencing		Whole-transcriptome sequencing	
	Clean reads	mapped	Clean reads	mapped
MPS1	31,414,380	29,391,618	152,009,656	119,859,614
MPS2	31,893,369	28,414,895	152,510,394	115,785,891
MPS3	32,372,805	29,007,238	151,294,888	112,260,807
TPS1	30,979,716	28,579,251	151,382,004	122,664,838
TPS2	32,788,217	29,011,030	151,229,676	112,288,034
TPS3	30,419,934	25,898,874	151,692,564	112,540,713
Total	189,868,421	170,302,906	910,119,182	695,399,897

**Fig. 1:**
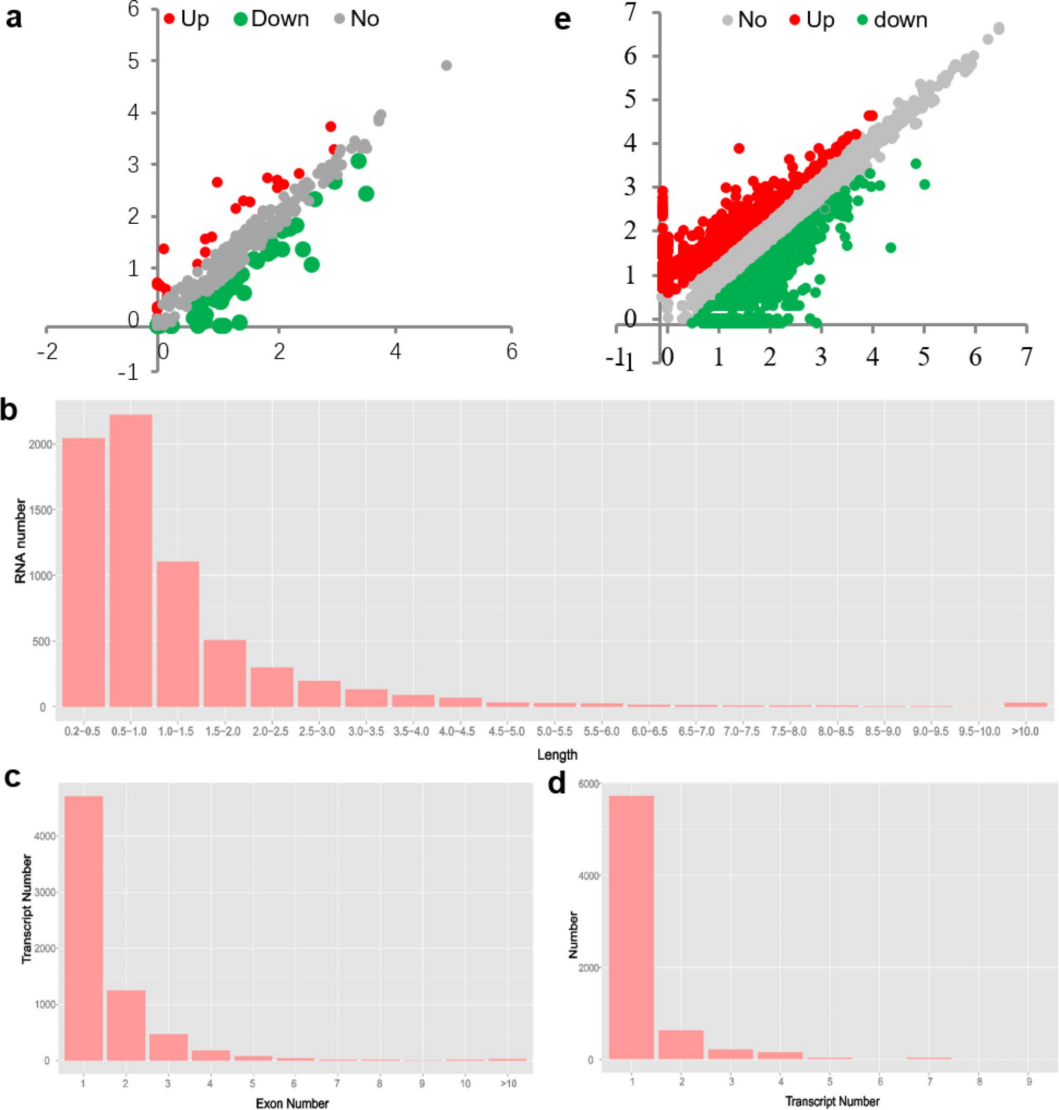
Characterizing the miRNA and lncRNA in the stem barks of ramie. Comparison of the expression level of miRNAs (**a**) and lncRNAs (**e**) between TPS and MPS libraries. Red dots represent transcripts more prevalent in the MPS library, green dots show those present at a lower frequency in the MPS library, and grey dots indicate transcripts that did not change significantly. **b**-**d**, Distribution of lncRNAs length (**b**), exon number (**c**), and transcript number (**d**)

### Identification of differentially expressed lncRNAs and protein-encoding genes between TPS and MPS via whole-transcriptome sequencing

Whole-transcriptome sequencing is a high-efficient tool for the identification of both protein-encoding genes and ncRNAs [32]. 

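Total RNA of the same samples, freed of ribosomal RNA, was used for cDNA libraries that held both mRNAs and lncRNAs, with 3 replicates of TPS and 3 of MPS. The authors aligned the clean reads with HISAT, assembled transcripts with StringTie, and sorted them into coding and non-coding by PFAM, CPC, txCdsPredict and CNCI. For expression levels, they aligned the reads with Bowtie2, counted the reads of each transcript with RSEM, and calculated FPKM. The values used here are the expected counts and the FPKM of each transcript. Transcripts under 0.01 FPKM in a library are not listed for that library and were taken as 0. Expected counts summed to 49896675 to 52971221 per library in TPS (median 50203325) and 49056682 to 52593420 in MPS (median 50557283). The paper's Table 1 gives 151229676 to 152510394 clean reads per library, and the comparisons use the expected counts. The files hold 20840 annotated genes, which took 33.8 to 35.7% of the counts, 6733 lncRNAs, which took 14.7 to 18.9%, and 12155 further assembled coding transcripts, which took 45.4 to 50.1%. Rounded counts were normalized by TMM and compared with edgeR's quasi-likelihood test in one fit, and p-values were adjusted within each class by the Benjamini-Hochberg procedure. A gene or lncRNA was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The filter on low counts left 13585 genes, 4539 lncRNAs and 11396 assembled coding transcripts. The common dispersion between replicates was 0.366, and 0.194 in the fit with replicate 1 as a term, chosen after seeing the data. In simulated libraries with a dispersion of 0.4, the test called 84 of 100 transcripts given a log2 fold change of 4 and 5 of 100 given a log2 fold change of 2. Replicate 1 did not stand apart in the simulated libraries.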

In this study, we performed whole-transcriptome sequencing of barks from TPS and MPS, yielding 910 million sequence reads from libraries of six samples (Table 1). These reads were assembled by aligning them with the ramie genome. After predicting the protein-coding potential of the assembled transcripts, 6,839 lncRNAs were identified in ramie (Fig. S3). 

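The expression files list 6733 lncRNAs with at least 0.01 FPKM in at least 1 library, and 4635 of them were listed in all 6 libraries. The lncRNAs were expressed at lower levels than the coding transcripts. The median over lncRNAs of the mean FPKM was 0.787, against 1.05 for annotated genes and 3.64 for assembled coding transcripts. lncR_00010322, one of the lncRNAs that the paper measured by qPCR, was at 30.1 ± 30.6 FPKM in TPS and 120 ± 78.9 FPKM in MPS (SD, n = 3). For this lncRNA the SD in TPS was as large as the mean, and the libraries of the sections overlapped (exact permutation test, p = 0.2).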

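The 6733 lncRNAs in the expression files had a mean length of 1224 bp and a median of 785 bp, and the shortest measured 200 bp. The 12155 assembled coding transcripts had a mean length of 2435 bp and a median of 2097 bp. For the 20840 annotated genes the mean length was 1371 bp and the median 1158 bp. All lengths of annotated genes are multiples of 3, so that these lengths cover the coding sequence alone, whereas those of the lncRNAs and assembled transcripts cover the whole transcript.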

The length of the lncRNAs ranged from 200 to 76,889 bp, with an average length of 1217.2 bp, which is far smaller than the length of the protein-encoding transcripts (Fig. 1b) [31]. Only a few exons were observed in the identified lncRNA-transcribing genes (average 1.6 exons), and 5,968 of the 6,839 lncRNA-transcribing genes (~ 87.2%) had only one or two exons (Fig. 1c), indicating that fewer exons existed in the lncRNA-transcribing genes than in the protein-encoding genes (~ 6.99 exons) [31]. Of these lncRNA-transcribing genes, 1,107 could yield more than one transcript because of alternative splicing (Fig. 1d). Cluster analysis indicated a distinct difference in the expression levels of these lncRNAs between TPS and MPS samples (Fig. S4). Of these, 1,288 showed differential abundance in the barks of TPS and MPS tissues (Fig. 1e; Table S3). 

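The lncRNA levels of replicate 1 of both sections resembled each other more than they resembled the other libraries of their own section. Across lncRNAs, log2 levels correlated at Pearson's r = 0.867 between TPS replicate 1 and MPS replicate 1, and at 0.774 and 0.791 between TPS replicate 1 and the other TPS replicates. MPS replicate 1 correlated with the other MPS replicates at 0.771 and 0.766. The r between replicates 2 and 3 was 0.929 in TPS and 0.934 in MPS, and lncRNAs are not independent replicates. Component 1 of a principal component analysis held 49.8% of the variance and parted replicate 1 from replicates 2 and 3, and component 2 held 28.4% and parted TPS from MPS. Of the lncRNAs, 65 had at least 100 counts in both replicate 1 libraries and under 2 in the others, against at most 3 for any other pair of libraries. Another 12 lncRNAs had at least 100 counts in each of the other 4 libraries and under 2 in both replicate 1 libraries.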

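The lncRNA lncR_00006651 was at 703 ± 236 FPKM in TPS and 1.40 ± 0.826 FPKM in MPS (SD, n = 3 libraries per section). This is a log2 fold change of -8.99 (standard error 0.585, adjusted p = 0.0205 from edgeR's quasi-likelihood test). Its function is not given in the sources used here. It was the one lncRNA that fell, none rose, and 547 of the 4539 tested had an unadjusted p under 0.05. DESeq2 called 84 lncRNAs higher and 163 lower in MPS, and limma on log2 FPKM with 0.5 added called 3 higher and 21 lower. The call of lncR_00006651 held without MPS replicate 3 and was lost in each of the 5 fits that left out another library. With replicates 2 and 3 only, its adjusted p from edgeR was 0.0523. Over all alternatives but summed counts, from edgeR, DESeq2 and limma, its adjusted p was 2.04e-74 to 0.311, and 14 of these 20 called it. Those with other fold thresholds reuse the p-values of the main fit.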

We also randomly selected eight lncRNA-transcribing genes for real-time qPCR analysis and further validated their differences in expression (Fig. S5).

Sequence reads from whole-transcriptome sequencing were used to quantify the expression levels of ramie genes. 

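Gene expression parted the sections along component 1 of a principal component analysis, which held 39.5% of the variance, and component 2 (30.0%) did not part them. Hierarchical clustering into 2 groups put TPS replicate 1 and MPS replicate 1 in one group and the other 4 libraries in the other. On log2 values with 1 added and no filter on low counts, component 1 held 43.7% and neither component parted the sections. Across genes, the log2 levels of TPS replicates 2 and 3 correlated at Pearson's r = 0.916, and those of MPS replicates 2 and 3 also at 0.916. TPS replicate 1 correlated at 0.837 and 0.856 with the other TPS replicates and at 0.844 with MPS replicate 1. MPS replicate 1 correlated at 0.846 and 0.823 with the other MPS replicates. Genes are not independent replicates. In both replicate 1 libraries, 97 genes had at least 100 counts that had under 2 in each of the other 4 libraries, against at most 3 genes for any other pair, and 17 genes were missing in the same way.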

A distinct difference in gene expression levels between TPS and MPS was observed (Fig. S6). 

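Genes named for products of several kinds, among them enzymes of flavonoid synthesis, rose or fell in MPS. Names such as CYP75A3 are those of Swiss-Prot proteins of other species to which the ramie genes were matched. The functions given are those of the named proteins and were not tested in ramie. CYP75A3 (BntWG10009096), which encodes a flavonoid hydroxylase, rose from 2.02 ± 0.945 FPKM in TPS to 253 ± 149 FPKM in MPS (SD, n = 3 libraries per section), a log2 fold change of 7.00 (standard error 0.698, adjusted p = 0.0368 from edgeR). CHS1 (BntWG10000707), a chalcone synthase, the enzyme that starts flavonoid synthesis, rose from 3.52 ± 0.836 FPKM to 91.6 ± 55.4 FPKM (log2 fold change 4.72, adjusted p = 0.0368 from edgeR). A germacrene D synthase gene (BntWG10004457), which makes a sesquiterpene, rose from 0.233 ± 0.0777 FPKM to 7.41 ± 1.53 FPKM (log2 fold change 5.02, adjusted p = 0.0125 from edgeR). MDL1 (BntWG10011741), a mandelonitrile lyase gene, fell from 34.9 ± 21.3 FPKM to 0.0167 ± 0.0208 FPKM (log2 fold change -11.05, adjusted p = 0.0237 from edgeR). In MPS, MDL1 lay near the 0.01 FPKM under which transcripts are not listed. The size of its log2 fold change therefore depends on how values near 0 are treated. DRT100 (BntWG10005724), named for DNA damage tolerance, fell from 66.7 ± 26.4 FPKM to 0.0700 ± 0.0458 FPKM (log2 fold change -9.88, adjusted p = 0.0213 from edgeR), and UGT84A13 (BntWG10005911), which adds glucose to gallate, from 12.4 ± 2.60 FPKM to 1.12 ± 0.131 FPKM (log2 fold change -3.47, adjusted p = 0.0303 from edgeR). The plot of log2 fold changes gives 20 named genes that edgeR called. Of the 103 genes called, 30 have a Swiss-Prot name in the part of the paper's Table S4 at hand. The others, some with larger changes, could not enter the plot.

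**Figure D1:**
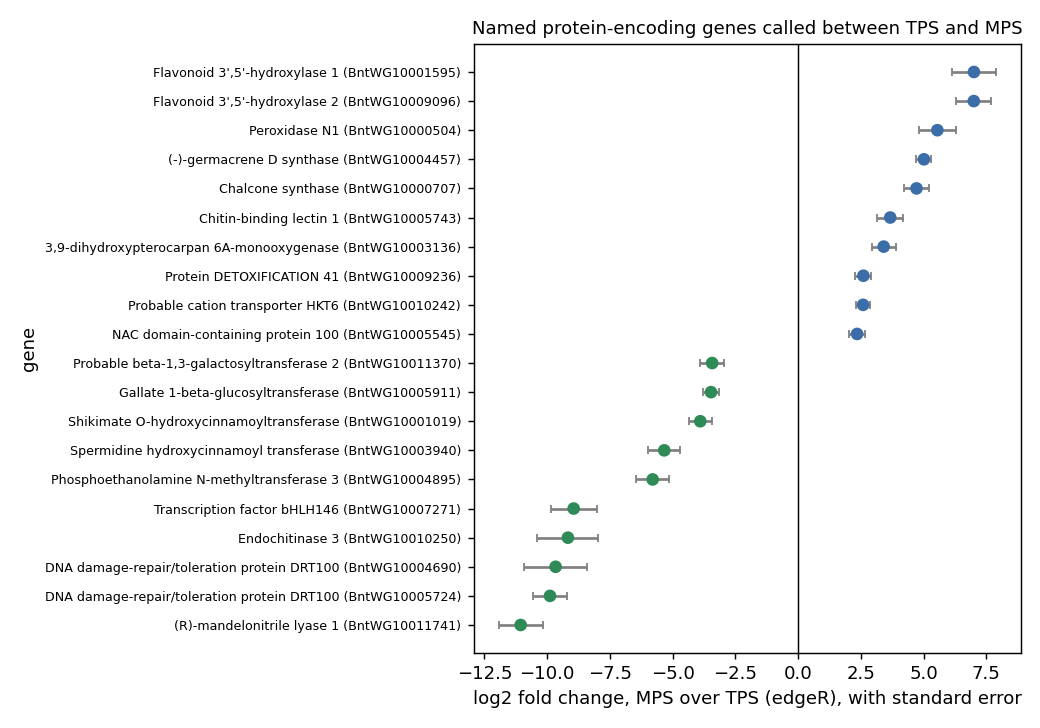
Log2 fold change of MPS over TPS (horizontal axis) of 20 protein-encoding genes with a Swiss-Prot name, 10 higher and 10 lower in MPS. Values were fitted by edgeR from 3 libraries per section. Whiskers are approximate standard errors, the absolute log2 fold change over the square root of edgeR's F statistic. Blue points are genes higher in MPS and green points genes lower. The values run from -11.05 for BntWG10011741 to 7.01 for BntWG10001595. Some genes with the largest falls, such as BntWG10011741, lay near the listing limit of 0.01 FPKM in MPS, so that the size of their change is uncertain.

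Of the 8 peroxidases in the part of the paper's Table S4 that was at hand, enzymes that act on cell wall phenolics and hydrogen peroxide, 5 were tested, of which 1 rose and 2 fell (2 higher and 3 lower when adjusted over the list alone). Peroxidase N1 (BntWG10000504) rose from 0.133 ± 0.0709 FPKM to 6.68 ± 3.41 FPKM, and the peroxidase C3 gene BntWG10003938 fell from 70.6 ± 31.1 FPKM to 7.96 ± 1.52 FPKM. Among 6 tested genes of lignin and phenylpropanoid enzymes, 2 fell and 0 rose (1 higher and 4 lower when adjusted over the list alone). They were HST (BntWG10001019), a hydroxycinnamoyltransferase of monolignol synthesis, at 5.24 ± 1.13 FPKM in TPS and 0.353 ± 0.133 FPKM in MPS, and SHT (BntWG10003940), a spermidine hydroxycinnamoyl transferase, at 6.03 ± 3.01 FPKM and 0.143 ± 0.0802 FPKM. A NAC transcription factor, NAC100 (BntWG10005545), rose from 1.74 ± 0.391 FPKM to 8.97 ± 1.01 FPKM. Of 16 tested genes of defence proteins, 1 fell, the endochitinase gene BntWG10010250 (226 ± 117 FPKM in TPS and 0.397 ± 0.382 FPKM in MPS), and 0 rose; 2 were higher and 8 lower when adjusted over the list alone. The study chose these lists on the same libraries, so that the counts adjusted over a list alone are not independent evidence of its direction. Over all 13585 genes tested, edgeR called 31 higher and 72 lower in MPS. With the replicate number as a block, the adjusted p from edgeR passed 0.05 for the named genes CHS1 (0.0578), peroxidase N1 (0.0908) and BntWG10003938 (0.0736). It also did so for BntWG10001019 (0.0736), SHT (0.0799) and NAC100 (0.0591). Over these named genes and all alternatives but summed counts, the adjusted p from edgeR, DESeq2 and limma ran from 4.29e-20 to 0.268. Of the 20 genes in the plot, 12 lost their call with that block. Fits without 1 library called 40 genes without TPS replicate 1, 1 gene without TPS replicate 2 and 0 without any of the others, while DESeq2 on all libraries called 388 genes higher and 694 lower.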

After comparing the transcriptional abundance of ramie genes between the two investigated tissues, 3,308 genes were identified with differential expression (Fig. S7; Table S4). Cellulose is one of the most important components of secondary cell walls, and its biosynthesis is catalyzed by cellulose synthase. There were ten cellulose synthase genes with expression changes in fiber-growing MPS tissues (Table S5), including *BntWG10024039*, an orthologous gene of *Arabidopsis* IRX1 [33]. 

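BntWG10024039, a cellulose synthase gene of the kind that makes the cellulose of secondary walls, was at 26.0 ± 21.7 FPKM in TPS and 149 ± 93.2 FPKM in MPS (SD, n = 3). The replicate 1 libraries held 51.1 FPKM in TPS and 42.7 FPKM in MPS, while replicates 2 and 3 held 14.9 and 12.2 FPKM in TPS and 190 and 215 FPKM in MPS. BntWG10007243, which encodes cellulose synthase A catalytic subunit 7 and was chosen after its values were seen, followed the same pattern with 50.9, 10.5 and 10.8 FPKM in TPS and 46.4, 151 and 162 FPKM in MPS. The log2 fold change was 2.64 for BntWG10024039 (standard error 0.793, adjusted p = 0.188 from edgeR; exact permutation test, p = 0.2) and 2.45 for BntWG10007243 (standard error 0.776, adjusted p = 0.205 from edgeR). With replicates 2 and 3 only, an alternative chosen after seeing the data, both genes were called higher in MPS. Their log2 fold changes were then 3.86 and 3.84 (adjusted p = 0.0174 and 0.0125 from edgeR). Over all alternatives but summed counts, the adjusted p from edgeR, DESeq2 and limma was 0.00561 to 0.496 for BntWG10024039 and 0.0108 to 0.517 for BntWG10007243. Of 6 tested genes in the part of the paper's Table S4 at hand that are named as cellulose synthase, cellulose synthase-like or COBRA, 0 were called by edgeR and 6 had an unadjusted p under 0.05 (1 higher and 5 lower when adjusted over the list alone), and DESeq2 called 1 higher and 4 lower. The study chose this list on the same libraries, so that the counts adjusted over the list alone are not independent evidence. Among its members, COBRA (BntWG10000496), which guides the orientation of cellulose microfibrils, was at 3.06 ± 1.49 FPKM in TPS and 0.673 ± 0.358 FPKM in MPS (adjusted p = 0.197 from edgeR), and a CSLH1 gene (BntWG10010863) at 8.95 ± 6.45 FPKM and 2.25 ± 0.782 FPKM (adjusted p = 0.146 from edgeR).

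**Figure D2:**
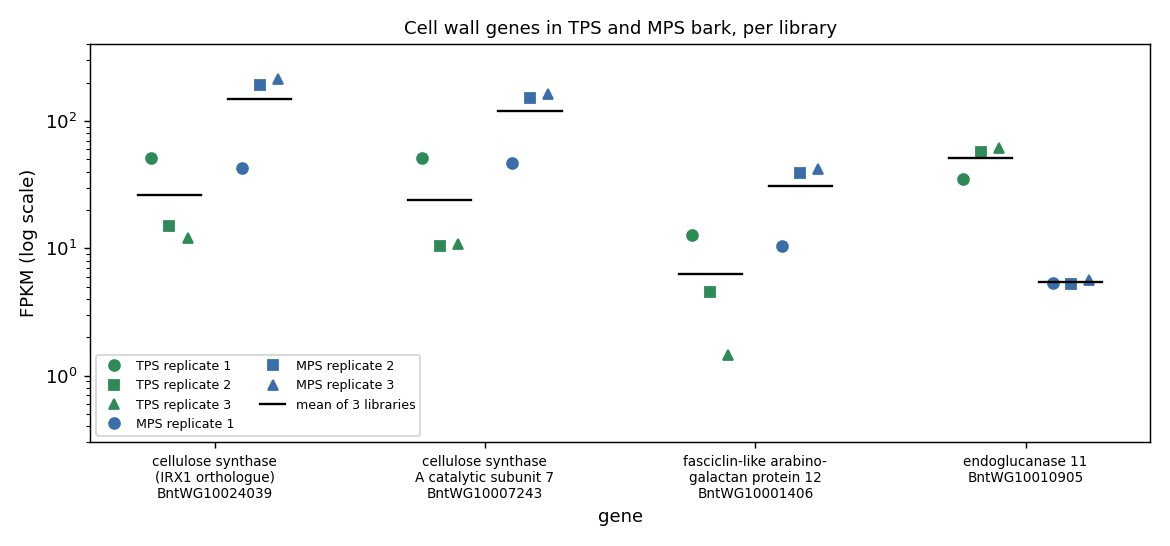
FPKM on a log scale (vertical axis) of 4 cell wall genes in each TPS library (green) and MPS library (blue); circles, squares and triangles are replicates 1, 2 and 3, and black bars are means of 3 libraries. For both cellulose synthase genes, replicate 1 of TPS lies above replicate 1 of MPS (51.1 and 42.7 FPKM for BntWG10024039), whereas for endoglucanase 11 (BntWG10010905) every TPS library lies above every MPS library.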

Notably, these differentially were significantly enriched in Gene Ontology (GO) terms related to secondary cell wall biosynthesis (*P* < 0.01; Fig. S8), including cell wall (GO:0005618), cellulose synthase activity (GO:0016759), and cell wall organization or biogenesis (GO:0071554).

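Endoglucanase 11 (BntWG10010905), an enzyme that cleaves beta-glucans such as cellulose, fell from 51.2 ± 14.3 FPKM in TPS to 5.40 ± 0.170 FPKM in MPS (SD, n = 3; log2 fold change -3.26, standard error 0.318, adjusted p = 0.0368 from edgeR). It was 1 of 3 tested genes in the list of xylan and other secondary wall proteins, of which 2 fell and 0 rose (1 higher and 2 lower when adjusted over the list alone). With the replicate number as a block, 1 of the 3 was called lower and 0 higher, since IRX15-L (BntWG10008444) lost its call. FLA12 (BntWG10001406), a fasciclin-like arabinogalactan protein of secondary walls, was at 6.28 ± 5.88 FPKM in TPS and 30.6 ± 17.5 FPKM in MPS (log2 fold change 2.37, adjusted p = 0.265 from edgeR). Of 6 tested genes of wall loosening and pectin, edgeR called 0 and gave 4 an unadjusted p under 0.05 (0 higher and 4 lower when adjusted over the list alone), and DESeq2 called 4 lower. The expansin gene EXPA8 (BntWG10011579), whose product loosens growing walls, was at 57.0 ± 32.1 FPKM in TPS and 7.55 ± 0.804 FPKM in MPS (adjusted p = 0.0544 from edgeR). XTH6 (BntWG10000778), a xyloglucan endotransglucosylase, was at 605 ± 219 FPKM and 93.1 ± 79.6 FPKM (adjusted p = 0.173 from edgeR), the pectate lyase gene BntWG10007709 at 134 ± 43.6 FPKM and 35.5 ± 9.61 FPKM (adjusted p = 0.0680 from edgeR), and PAE8 (BntWG10009521), which removes acetyl groups from pectin, at 688 ± 202 FPKM and 170 ± 63.2 FPKM (adjusted p = 0.0885 from edgeR). In each of these 4 genes every TPS library lay above every MPS library, as 10% of genes do one way or the other by chance. The lists hold genes that the study called on the same libraries, so that this share is no reference for them and the counts adjusted over a list alone are not independent evidence. The call of endoglucanase 11 held in 1 of the 6 fits without 1 library, with adjusted p = 0.215 at most over all alternatives from edgeR, DESeq2 and limma.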

### Potential roles of miRNAs in fiber growth

Bioinformatic prediction of the targets of miRNAs identified 683 interacting pairs, consisting of 266 miRNAs and 101 protein-encoding genes (Table S6). Of the 101 protein-encoding targets, 89 were targeted by differentially expressed miRNAs. To explore the role of differentially expressed miRNAs in fiber growth, we investigated the expression profiles of their protein-encoding targets in the stem bark and identified 29 protein-encoding targets with altered expression in the fiber-growing bark (Table S7), including two laccase-encoding genes, *BntWG10014338* and *BntWG10014339*. Laccase is a pivotal enzyme that catalyzes the polymerization of monolignols and thus plays an important role in secondary wall biosynthesis during fiber growth [34, 35]. 

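Both laccase genes had few reads in TPS. BntWG10014338 had 0 counts in every TPS library and 2.55, 11.9 and 1.00 counts in MPS replicates 1, 2 and 3, which is 0.0667 ± 0.0814 FPKM in MPS (SD, n = 3). Pooled over the libraries of a section and scaled to their totals, its expected counts in MPS were 5.18-fold an assumed floor of 3 counts in TPS. This ratio leaves out the spread between replicates and is no lower bound. Most of the MPS counts come from replicate 2. BntWG10014339 had 1.00, 5.00 and 4.00 counts in TPS and 154, 47.0 and 5.00 counts in MPS, or 0.0400 ± 0.0265 FPKM and 0.847 ± 0.925 FPKM. In FPKM, the MPS libraries of both genes lay above all TPS libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). In counts, BntWG10014339 had 5.00 in both TPS replicate 2 and MPS replicate 3 (exact permutation test, p = 0.2). The SD in MPS was larger than the mean for both genes. Neither passed the filter on low counts, so that no adjusted p is given. BntWG10013420, a MYB transcription factor gene, was at 0.460 ± 0.199 FPKM in TPS and 2.45 ± 0.866 FPKM in MPS. The log2 fold change of BntWG10013420 was 2.35 (standard error 0.605, adjusted p = 0.134 from edgeR), and its MPS libraries lay above its TPS libraries. DESeq2 called BntWG10013420 higher (adjusted p = 0.00745, against 0.00745 to 0.408 over all alternatives but summed counts).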

There was significant upregulation in the expression of *BntWG10014338, BntWG10014339* and *BntWG10013420* in the bark of fiber-growing MPS (Fig. 2), indicating their potential role in fiber growth. Notably, both were targeted by miR397a_4, miR397a_5, and miR828a_1, and three of these miRNAs were downregulated in the fiber-growing MPS (Fig. 2). It is likely that the downregulation of miR397a_4 and miR397a_5 caused the accumulation of transcripts of *BntWG10014338* and *BntWG10014339*, thereby promoting fiber growth. In addition, *BntWG10013420* is an ortholog of *AtMYB46* and *AtMYB83*, which are the two master switches for *Arabidopsis* secondary wall biosynthesis (Fig. 3a). 

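miR397a, a conserved miRNA that targets laccases, was measured in forms that differed in depth. miR397a_5 was at 4.39 ± 1.15 TPM in TPS and 2.23 ± 0.716 TPM in MPS (SD, n = 3), with a log2 fold change of -0.97 (standard error 0.483, adjusted p = 0.314 from edgeR). Every MPS library had less of it than every TPS library (two-sided exact permutation test, p = 0.1, the smallest possible here). miR397a_4 had 0, 4 and 106 counts in TPS replicates 1, 2 and 3 and 1, 0 and 1 counts in MPS, so that its difference rests on TPS replicate 3 (1.32 ± 2.18 TPM in TPS and 0.0200 ± 0.0173 TPM in MPS; exact permutation test, p = 0.4). It did not pass the filter on low counts. From the lower levels of miR397a_4 and miR397a_5 and the higher levels of their predicted targets BntWG10014338 and BntWG10014339 in MPS, the paper proposes that loss of the miRNAs let the laccase transcripts accumulate and so promoted fiber growth.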

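miR828a_1, of a family that targets MYB transcripts, was at 3.61 ± 1.41 TPM in TPS and 1.72 ± 0.666 TPM in MPS (SD, n = 3). Its log2 fold change was -1.01 (standard error 0.523, adjusted p = 0.335 from edgeR). Each of the MPS libraries held less miR828a_1 than each of the TPS libraries (two-sided exact permutation test, p = 0.1, the smallest possible here). The log2 fold change was -0.64 without TPS replicate 1, -0.61 without MPS replicate 1 and -0.33 with replicates 2 and 3 only, an alternative chosen after seeing the data, so that much of it rests on the replicate 1 libraries. The difference between the section means of miR828a_1 did not pass the test at the spread between its replicates.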

We observed that the transcript abundance of *BntWG10013420* was higher in the libraries of MPS than in those of TPS (Fig. 2), which was potentially caused by the downregulated expression of miR828a_1 (Fig. 2), an miRNA with the putative ability to target the transcripts of *BntWG10013420* and to degrade them.

**Fig. 2:**
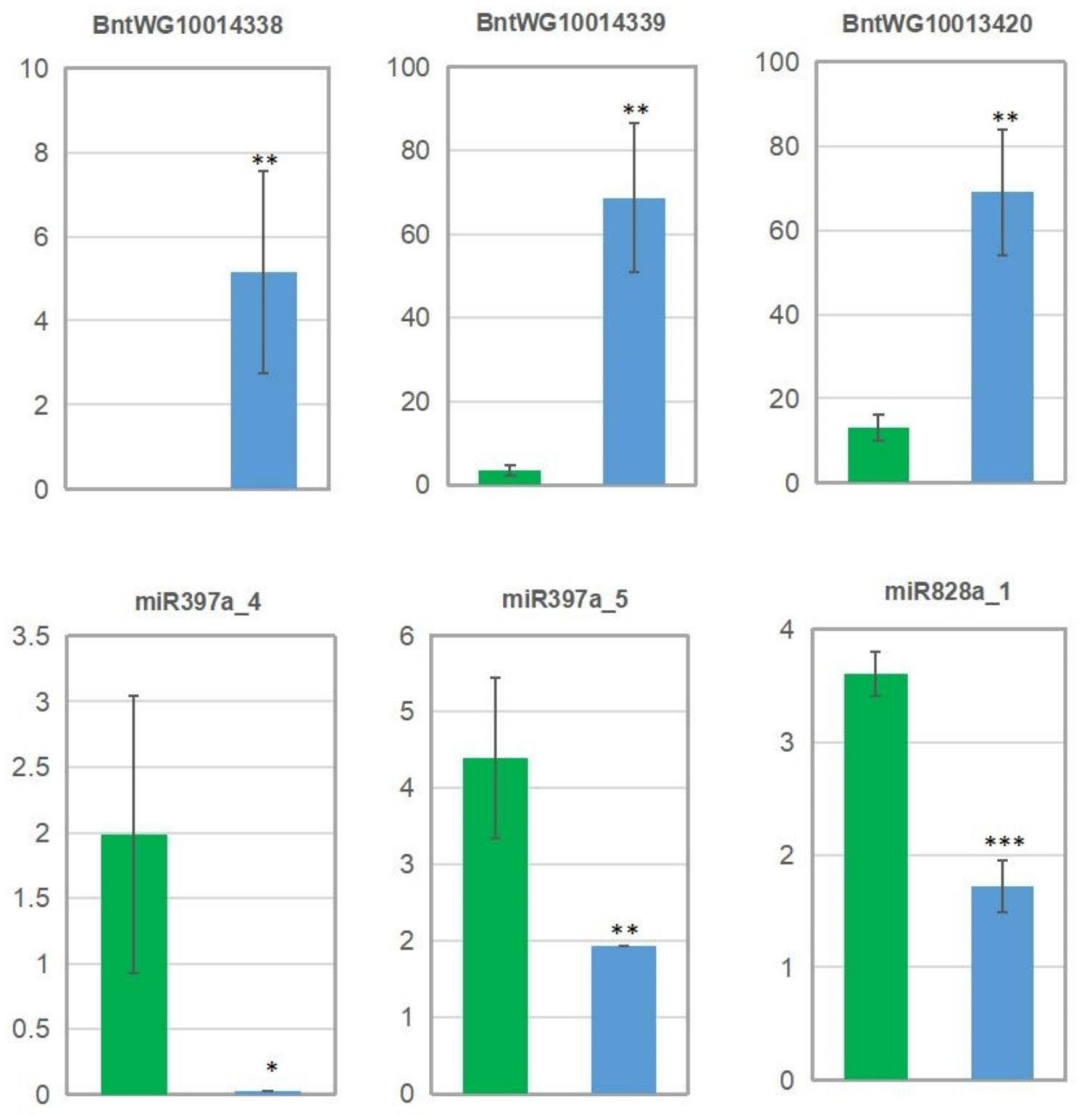
Comparison of expression level of three miRNAs and their targets in TPS and MPS. The y axis of above three figures indicates the FPKM values, while that of above three figures represents TPM value. The green and blue column represents the value of TPS and MPS, respectively. *, **, and *** indicates that the value of MPS has significant difference comparing with that of TPS at the level of 0.05, 0.01, 0.001, respectively

**Fig. 3:**
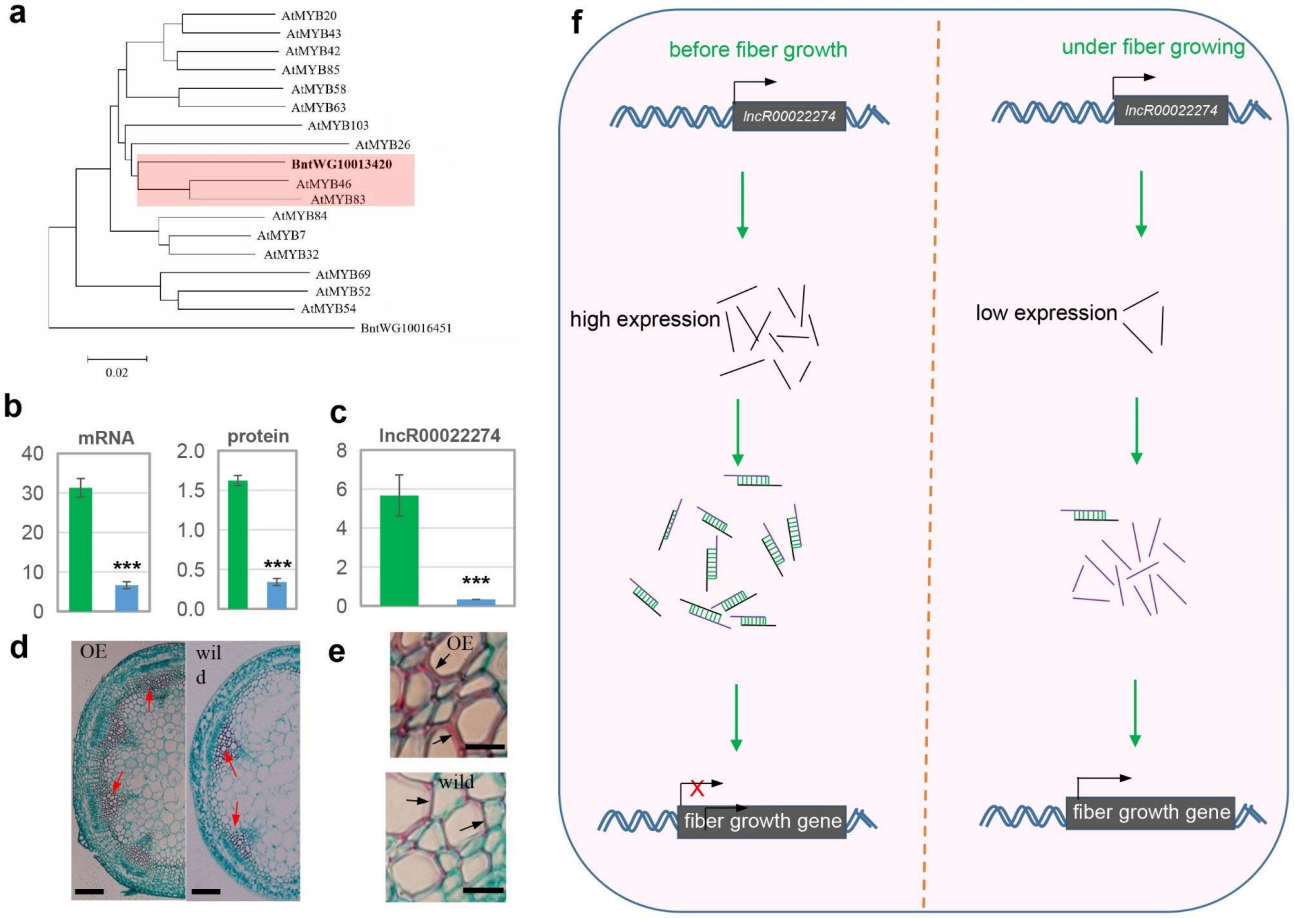
Evidence for the involvement of lncRNA in fiber growth. **a**, Phylogenetic tree of two ramie MYB proteins and Arabidopsis secondary wall-biosynthetic MYB proteins. **b**, Amount of mRNA and protein abundance of *BntWG10008444* between bark from top (TPS; green) and middle (MPS; blue) portions of stems significantly differed between the two tissues (*P* < 0.001). **c**, Significant difference in the FPKM value of lncR00022274 was observed between the TPS (green) and MPS (blue) (*P* < 0.001). **d**, **e**, Light microscopy findings of transected stems of wild and *BntWG10016451-*overexpressing *Arabidopsis*. Arrows in **d** and **e** indicates the cell wall of fiber cells and xylem regions, respectively. Scale bar = 20 μm (d) and 200 μm (e). **f**, A possible model for explaining the function oflncR00022274. The black and purple short lines represent the transcript oflncR00022274 and its target *BntWG10016451*. Before fiber growth, numerous transcripts of lncR00022274 anti-overlapped with the MYB gene *BntWG10016451*, thereby to inhibit the translation activity of *BntWG10016451*

### Potential roles of lncRNAs in fiber growth

To understand the function of the identified lncRNAs, we performed bioinformatic prediction of their targets. The results revealed that 1,877 lncRNAs were found to target 2,123 ramie genes, leading in 2,630 interacted pairs (Table S8). Of these interactions, 668, 367, and 1,595 were targeted via the trans-, cis-overlap, and cis-non-overlap. To identify the lncRNAs involved in fiber growth, we investigated the targets of differentially expressed lncRNAs and identified 228 targets with altered expression in MPS (Table S9), including IRX15L-homologous *BntWG10008444*. IRX15L encodes a DUF579-containing protein involved in xylan deposition in the secondary wall [36]. A recent proteomic study revealed that the protein abundance of *BntWG10008444* was significantly downregulated in MPS (Fig. 3b; Li et al., 2021). 

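The transcript of BntWG10008444 (IRX15-L) fell from 31.3 ± 4.07 FPKM in TPS to 6.63 ± 1.53 FPKM in MPS (SD, n = 3 libraries per section). This is a log2 fold change of -2.23 (standard error 0.252, adjusted p = 0.0368 from edgeR's quasi-likelihood test). All 3 MPS libraries lay below all 3 TPS libraries (two-sided exact permutation test, p = 0.1, the smallest possible here). With the replicate number as a block, the adjusted p of BntWG10008444 from edgeR was 0.0579. Without any 1 of the libraries it was 0.0617 to 0.211. Over all alternatives but summed counts, from edgeR, DESeq2 and limma, it was 7.06e-13 to 0.211, and 13 of these 21 called the gene lower. Those with other fold thresholds reuse the p-values of the main fit, so that they call it by construction.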

In this study, we observed a distinct decrease in the transcript abundance of *BntWG10008444* in the MPS libraries (Fig. 3b), further validating the finding of expression changes from the previous proteome analysis. Notably, *BntWG10008444* was a target of differentially expressedlncR00050912 via antisense overlapping.

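lncR_00050912 was at 0.867 ± 0.326 FPKM in TPS and 0.123 ± 0.107 FPKM in MPS (SD, n = 3), below all TPS libraries in every MPS library (two-sided exact permutation test, p = 0.1, the smallest possible here). The log2 fold change of lncR_00050912 was -2.75 (standard error 1.10, adjusted p = 0.409 from edgeR), in the same direction as that of BntWG10008444. The paper's target prediction kept only pairs of a lncRNA and a gene that correlate positively. This choice favours a shared direction, which is therefore no separate evidence for the pair. At this level of expression the spread between replicates was too large for the test over all lncRNAs to call it. The files hold no position of either transcript in the genome, and the antisense overlap was not analysed here.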

MYB transcription factors play crucial roles in the regulation of fiber growth in *Arabidopsis* [3]. We identified the MYB gene *BntWG10016451* which was targeted bylncR*00022274*, using an antisense overlapping method. Overexpression of this MYB gene caused a significant increase in fibers and drastically thickened the secondary wall of fibers in transgenic *Arabidopsis* (Fig. 3c and d), indicating its potential role in ramie fiber growth. Notably, significant downregulation in the expression oflncR*00022274* was observed in the fiber-growing MPS (Fig. 3e).lncR*00022274* potentially played a role in fiber growth by interacting with *BntWG10016451* (Fig. 3f); this lncRNA predicted fiber growth by recruiting and silencing the transcript of *BntWG10016451*, whereas in MPS, with growing fibers, the expression of this lncRNA was downregulated, thereby activating *BntWG10016451* to promote fiber growth in ramie.

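The lncRNA lncR_00022274 was covered by 15.0, 0 and 2.00 counts in TPS replicates 1, 2 and 3 and by 1.00, 0 and 0 counts in MPS. This is 0.180 ± 0.254 FPKM in TPS and 0.0100 ± 0.0173 FPKM in MPS (SD, n = 3; two-sided exact permutation test, p = 0.4), and most of the reads come from TPS replicate 1. It did not pass the filter on low counts. Its predicted target BntWG10016451, a MYB gene, was at 0.810 ± 0.924 FPKM in TPS and 0.727 ± 0.611 FPKM in MPS. The log2 fold change of BntWG10016451 was -0.07 (standard error 1.10, adjusted p = 0.991 from edgeR; exact permutation test, p = 1), and it ran from -0.88 to 1.27 in the fits without 1 library. The paper starts from the antisense overlap of the pair, the lower lncRNA level in MPS and the thicker fiber walls of the transgenic plants. It proposes a model in which the lncRNA recruits and silences the MYB transcript in TPS. Loss of the lncRNA in MPS then releases the gene to promote fiber growth. As for lncR_00050912, the paper's target prediction kept pairs only at a positive correlation of transcript levels. A lower level of the MYB transcript where the lncRNA is high would go the other way. The figure legend words the silencing as inhibited translation, which transcript levels do not test.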

### Identification of the competing endogenous RNA (ceRNA) network associated with fiber growth

Bioinformatics analysis of the interactions between miRNAs and lncRNAs revealed that 131 miRNAs targeted 561 lncRNAs, leading to 866 interacting pairs (Table S10). If miRNAs can target both protein-encoding mRNA and lncRNAs, competition for miRNAs between lncRNAs and mRNA will lead to the formation of a ceRNA network. To identify putative ceRNA networks involved in fiber growth, we identified interacting pairs consisting of differentially expressed miRNAs, lncRNAs, and protein-encoding mRNAs. 

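Among the genes, lncRNAs and miRNAs drawn in Fig. 4, BntWG10021630 was at 8.79 ± 1.08 FPKM in TPS and 0.187 ± 0.238 FPKM in MPS (SD, n = 3; log2 fold change -5.49, adjusted p = 0.0827 from edgeR). lncR_00048922 was at 2.31 ± 0.155 FPKM in TPS and 0.287 ± 0.0971 FPKM in MPS (adjusted p = 0.131 from edgeR), lncR_00011728 at 8.35 ± 0.846 FPKM and 1.58 ± 1.11 FPKM (adjusted p = 0.157 from edgeR), and lncR_00000583 at 1.59 ± 0.486 FPKM and 6.09 ± 1.45 FPKM (adjusted p = 0.144 from edgeR). miR172a_2 was at 1.03 ± 0.803 TPM in TPS and 23.6 ± 19.4 TPM in MPS (adjusted p = 0.129 from edgeR), and miR396b at 62.5 ± 51.1 TPM and 561 ± 491 TPM (adjusted p = 0.260 from edgeR). Of the 14 genes, 8 could be tested; edgeR called 0 of them, 3 had an unadjusted p under 0.05, and DESeq2 called 2. Of the 14 lncRNAs, 7 could be tested, with 0 calls from edgeR, 5 at an unadjusted p under 0.05 and 4 calls from DESeq2. Of the 12 miRNAs, 11 were found by name and 7 could be tested, with 0 calls from edgeR, 3 at an unadjusted p under 0.05 and 3 calls from DESeq2. The numbers of genes, lncRNAs and miRNAs are those of the boxes drawn, whereas the legend states 17 lncRNAs and 16 genes. All MPS libraries lay on one side of all TPS libraries in 4 of the genes, 7 of the lncRNAs and 6 of the miRNAs (10% of features do so by chance, but the study chose these on the same libraries, so that this share is no reference for them). The gene BntWG10015497 was listed in MPS replicate 1 alone (17.2 FPKM), and lncR_00017994 only in the replicate 1 libraries. The predicted interactions among these RNAs were not analysed here.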

Finally, we identified eight ceRNAs consisting of 12 differentially expressed miRNAs, 14 differentially expressed lncRNAs, and 14 differentially expressed protein-encoding genes (Fig. 4), indicating that these ceRNAs are associated with fiber growth in ramie. Interestingly, *BntWG10013420*, an orthologous gene of *Arabidopsis* secondary wall biosynthetic *AtMYB46* and *AtMYB83* genes, was associated with one of the ceRNAs.

**Fig. 4:**
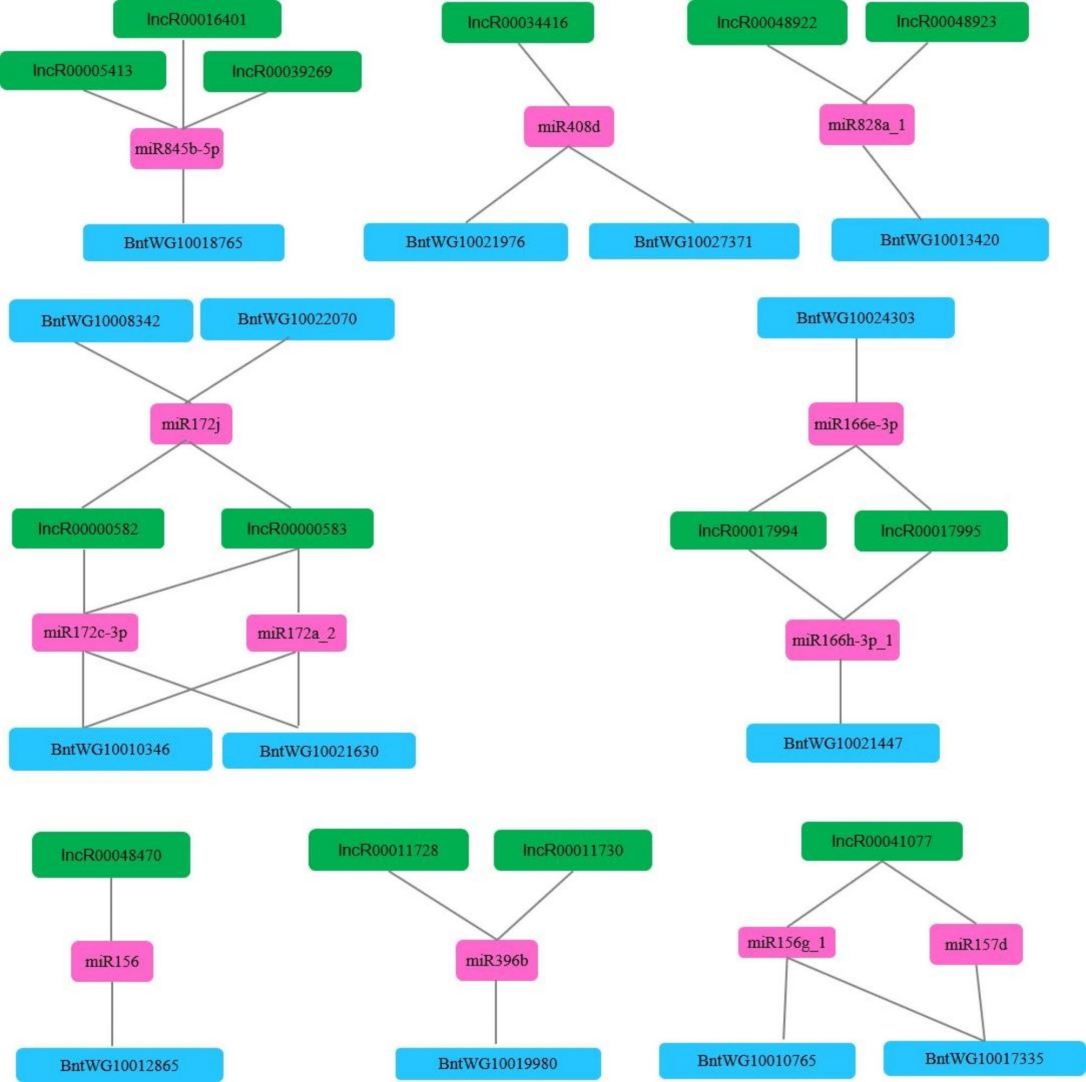
Putative competing endogenous RNA network consisting of 12 differentially expressed miRNAs (pink), 17 differentially expressed lncRNAs (green), and 16 differentially expressed genes (blue)

## Discussion

Numerous efforts have been made to determine the fiber growth mechanism [21, 27, 29, 30], which has greatly improved our understanding of its genetic regulation and lead to the establishment of a putative model for fiber formation [28]. Protein post-translational modifications, such as phosphorylation and ubiquitination, are involved in fiber formation [35, 37], indicating a complex mechanism involved in fiber growth. Although differentially expressed miRNAs and circular RNAs have been identified in the stem bark of growing fibers in ramie [20, 37], the specific roles of these ncRNAs and their targets remain unknown.

In this study, we systemically characterized the expression profiles of miRNAs, lncRNAs, and protein-encoding genes in the fiber-growing bark of stems and identified 29 and 228 protein-encoding genes potentially associated with fiber growth that were targeted by differentially expressed miRNAs and lncRNAs, respectively. For example, laccase is one of the most important enzymes for fiber growth owing to its involvement in secondary wall biosynthesis [34, 35]. Two *Arabidopsis* laccase genes, *LAC17* and *LAC4*, are targeted by *miR397a* to mediate their functions. Similarly, this study identified two laccase genes with expression changes in the fiber-growing bark, suggesting their involvement in ramie fiber growth; these genes were targeted by two differentially expressed ramie miRNAs, *miR397a_4* and *miR397a_5*. Additionally, we identified a differentially expressed gene that was an ortholog of secondary wall-biosynthetic *IRX15L* [36], which was targeted by differentially expressedlncR*00050912*. Whole-transcriptome sequencing revealed the *BntWG10013420* gene, which has a similar DNA-binding and repression structural domain as the amino acids of the *Arabidopsis AtMYB4* gene. In contrast, the *Arabidopsis AtMYB4* gene has an inhibitory effect on secondary wall biosynthesis, particularly in the phenylpropane synthesis pathway of *Arabidopsis* thaliana, blocking lignin biosynthesis [38]. The same phenotype was observed with the overexpression of *TaMYB1D* [39] and *TaMYB4* [40] in wheat, *PvMYB4* [41] in willowherb (*Panicum virgatum*), and *PtMYB156* [42] in poplar, all of which negatively affect secondary cell wall biosynthesis. Loss of function of the rice (*Oryza sativa*) MYB4 transcription factor (Os MYB108) [43] favors lignification. Furthermore, we hypothesized that the *BntWG10013420* gene may be a candidate transcription factor that inhibits secondary wall biosynthesis in ramie. Therefore, this study provides distinct evidence supporting the involvement of miRNAs and lncRNAs in ramie fiber growth.

MYB transcription factors play pivotal roles in triggering secondary wall biosynthesis, and at least 16 MYB proteins have been reported to be involved in the regulatory network of secondary wall biosynthesis in *Arabidopsis thaliana* [3]. *Whole _GLEAN_10015497* is a ramie MYB gene associated with fiber growth, and its overexpression causes a significant increase in the numbers of xylem and phloem fibers and thickening of the secondary wall in stem fibers [44]. Interestingly, a previous study revealed that the function of *BntWG10015497* was modulated via ubiquitin modifications; that is, when fibers are growing, a significant reduction in the ubiquitination levels of this MYB protein results in its accumulation [44]. In this study, we identified another MYB gene, *BntWG10016451*, that was associated with the fiber growth of ramie. It was targeted by lncR*00022274* due to an antisense overlap in their sequences, suggesting that the function of *BntWG10016451* is potentially mediated by this lncRNA. These findings indicate that both lncRNA and ubiquitin modifications are involved in the modulation of MYB gene functions, suggesting a complex mechanism for fiber growth.

## Conclusions

In this study, we identified 88 miRNAs and 1,288 lncRNAs exhibiting differential expression between the TPS and MPS tissues. These differentially expressed miRNAs and lncRNAs were predicted to target 29 and 228 differentially expressed protein-encoding genes, respectively, resulting in eight putative ceRNA networks. lncR00022274, an lncRNA with downregulated expression in MPS, exhibited antisense overlap with the MYB gene, *BntWG10016451*. Notably, overexpression of this MYB gene drastically increased the xylem fiber number and thickened the secondary cell wall of fibers in transgenic *Arabidopsis*, suggesting the potential role of thelncR00022274-BntWG10016451 module in ramie fiber growth.

## Methods

### Experimental material and RNA isolation

Zhongzhu 1, an elite cultivar that is widely cultivated in China, was selected as the experimental material for this study. Seedlings were planted in the experimental farm of the Institute of Bast Fiber Crops, Chinese Academy of Agricultural Sciences (Yuanjiang, China) in June, 2016. In 2018, according to the description of Li et al. [37], sections from the top and middle parts of the stems of plant (30-day-old) were separately collected, mixed, and used as TPS and MPS samples, respectively. Three biological replicates of TPS and MPS were collected and immediately frozen in liquid nitrogen. Total RNA was extracted using the E.Z.N.A. Plant RNA kit (OMEGA Bio-Tek, Norcross, GA, USA), according to the manufacturer’s protocol.

### Library construction and sequencing

Total RNAs from six samples were used to construct the small RNA and cDNA libraries. For whole-transcriptome sequencing, cDNA libraries containing both mRNAs and lncRNAs were constructed using RNAs, except ribosomal RNAs. Small RNA sequencing was performed using the BGISEQ-500 platform (BGI, Shenzhen, China), and whole-transcriptome sequencing was performed using the Illumina sequencing platform (HiSeq 2500; Illumina, San Diego, CA, USA), according to the manufacturers’ instructions. The raw reads for each sample were filtered to generate clean reads for further analysis.

### Transcriptome assembly and protein-coding potential analysis

Clean reads sequenced from the cDNA libraries were aligned to the ramie genome (accession ID: PRJNA663427) using the HISAT software [45]. StringTie program [46] was used to assemble the transcripts with default parameters. The protein-coding potential of the transcripts was determined using four approaches: alignment to the PFAM database (default parameters) [47] and prediction using the CPC software [48], txCdsPredict (http://hgdownload.soe.ucsc.edu/admin/jksrc.zip), and CNCI [49]. Score thresholds were set to distinguish lncRNAs from mRNAs for the three programs: 0 for CPC and CNCI and 500 for txCdsPredict. Transcripts reported as lncRNAs using at least three of the four prediction methods were confirmed as lncRNAs.

### Prediction of miRNAs

To identify miRNAs, clean reads from small RNA sequences were aligned to the miRbase [50] and Rfam [51] databases using the AASRA [52] and CMsearch software [53], respectively. Reads unaligned to these two databases were used to predict novel miRNAs using PIPmiR [54] with default parameters. To determine the homologs of our selected candidates from *Arabidopsis* fiber growth-related MYB/NAC proteins, protein alignment was carried out using the Clustal program [55], and an unrooted phylogenetic tree was constructed using the MEGA 5 software with the neighbor-joining method and a bootstrap test with 1000 replicates [56].

### Prediction of miRNA and lncRNA targets

The miRNA targets were predicted using TAPIR [57] and Target Finder [58] with default parameters. Only the targets identified by both tools were considered. LncRNAs execute their functions by targeting mRNAs in cis- or trans-manner [59]. Therefore, to predict the targets of lncRNA, Spearman’s and Pearson’s correlation coefficients were estimated between protein gene and lncRNA, and only the lncRNA–protein gene pair with spearman_cor ≥ 0.6 and pearson_cor ≥ 0.6 was considered for subsequent analyses. If the lncRNA and protein gene were co-located in a 10-kb region, the lncRNA was deemed to target the protein gene via cis-regulation. Otherwise, the RNAplex software was used to analyze the trans-acting targets [60], with parameters ‘−e − 30.’ Functional analyses of the lncRNA target genes were conducted using Blast2GO [61]. GO terms with P-value < 0.05 were considered to be enriched [62].

### Differential expression analysis

To estimate the expression levels of protein-encoding genes and lncRNAs, clean reads from transcriptome sequencing were aligned to the ramie genome (accession ID: PRJNA663427) using the Bowtie2 software [63], and the read number of each transcript was calculated using the RSEM software [64]. Fragments per kilobase of transcript sequence per million base pairs sequenced (FPKM) values were estimated to measure the expression level of each transcript [65]. For miRNAs, the number of clean tags for each miRNA from small RNA sequencing was calculated and normalized to the number of transcripts per million clean tags (TPM) to measure the expression level of each miRNA [66]. Differentially expressed genes, lncRNAs, and miRNAs were detected using the DEGseq program based on the MA-plot algorithm [67]. To identify the expression differences, *P*-values adjusted (Q value) for multiple testing using the Benjamini–Hochberg procedure [68] were used to control for false-positives. Sequences were deemed to be significantly differentially expressed if Q value < 0.05 and at least a two-fold change was obtained by dividing the average FPKM/TPM value of the three MPS libraries by that of the three TPS libraries.

### Overexpression of *BntWG10016451*

To confirm the functions of *BntWG10016451*, its full-length cDNA was amplified using high-fidelity thermostable DNA polymerase, with the following the primer sequences: 5′-ATGACAAGAGACCCAAAGCCAA-3′ (forward primer) and 5′-TCTTCTGAAAGAAAGCATATTTGGC-3′ (reverse primer). Amplified fragments were ligated to the downstream region of the *CaMV 35 S* promoter in PBI121 vector. After confirming proper ligation via Sanger sequencing, 35 S::*BntWG10016451* was introduced into the *Agrobacterium tumefaciens* strain, GV3101, using heat shock, and the resultant *Agrobacterium* was infiltrated into *Arabidopsis* using the floral dip method [69]. Transgenic *Arabidopsis* plants were grown in a growth chamber under the following conditions: temperature, 22 °C; light, 16-h/8-h light/dark cycle. Finally, stem cell tissue sections prepared from 40-days-old transgenic plants were observed under a transmission electron microscope.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

These sequence data have been submitted to the DDBJ/EMBL/GenBank databases under accession number GSE130587. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130587.

## List of abbreviations

ceRNA: competing endogenous RNA
lncRNAs: long non-coding RNAs
miRNAs: microRNAs

# Supplementary material for: Integrated microRNA and whole-transcriptome sequencing reveals the involvement of small and long non-coding RNAs in the fiber growth of ramie plant
**Source:** BMC Genomics. 2023 Oct 9;24:599. doi: 10.1186/s12864-023-09711-9
**Supplement:** Supplementary file 2 — Supplementary Material 2

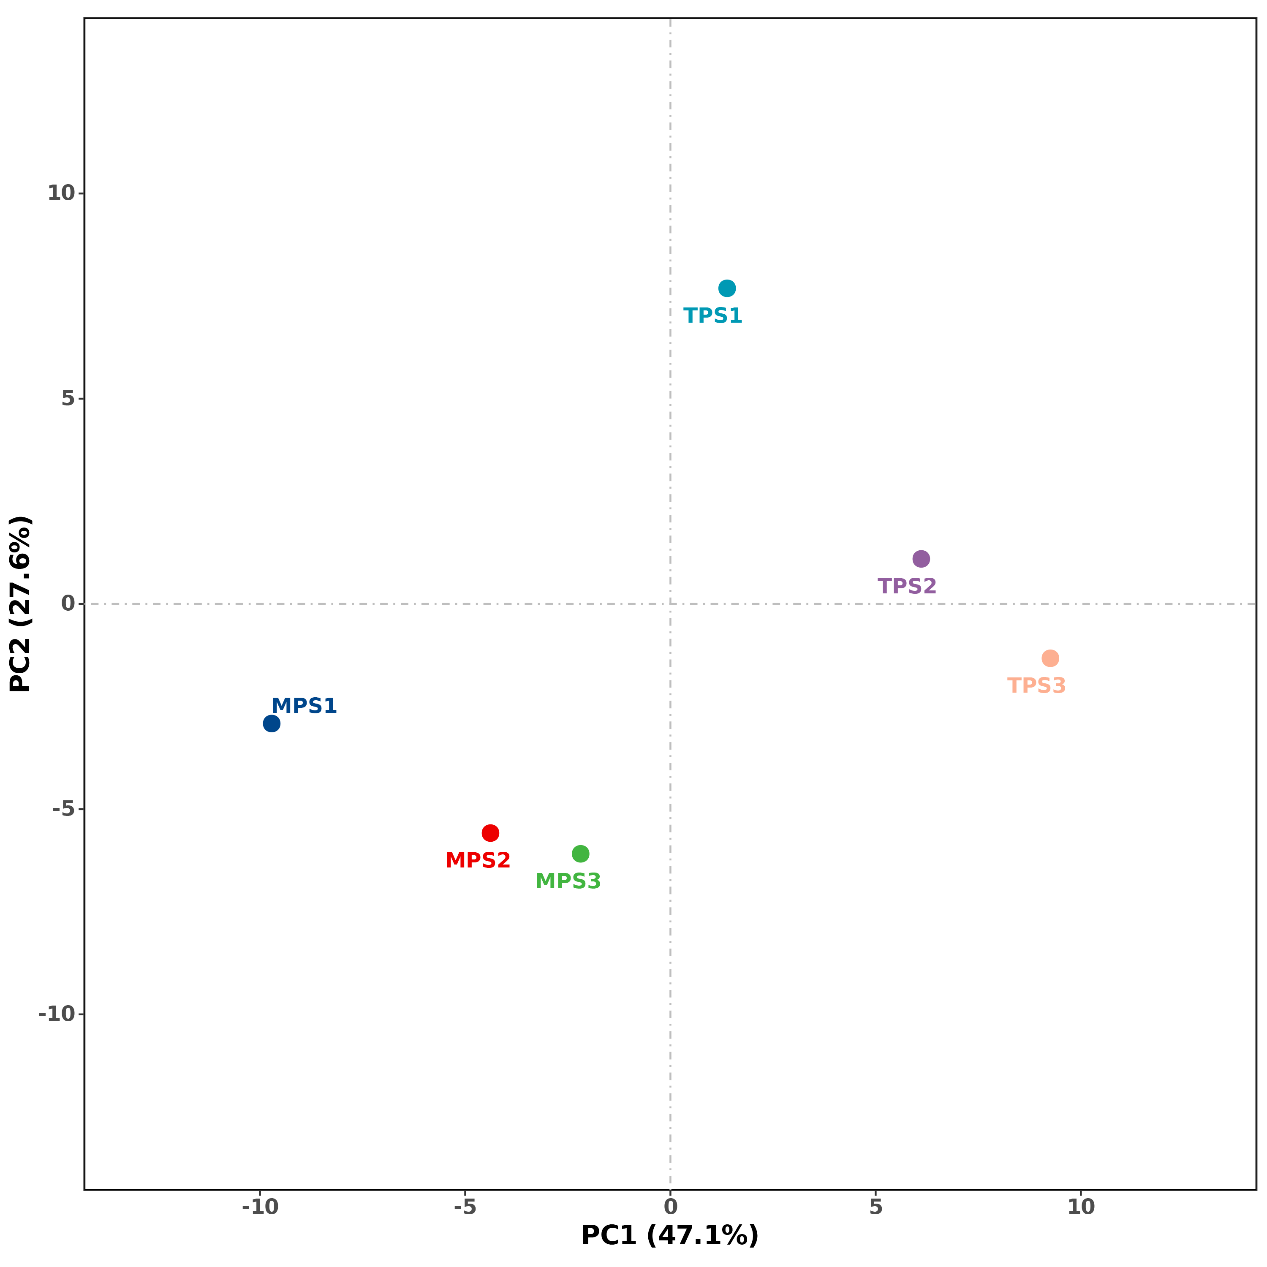

**Fig. S1** Principal commonent analysis for six samples according to the expression level of miRNAs.

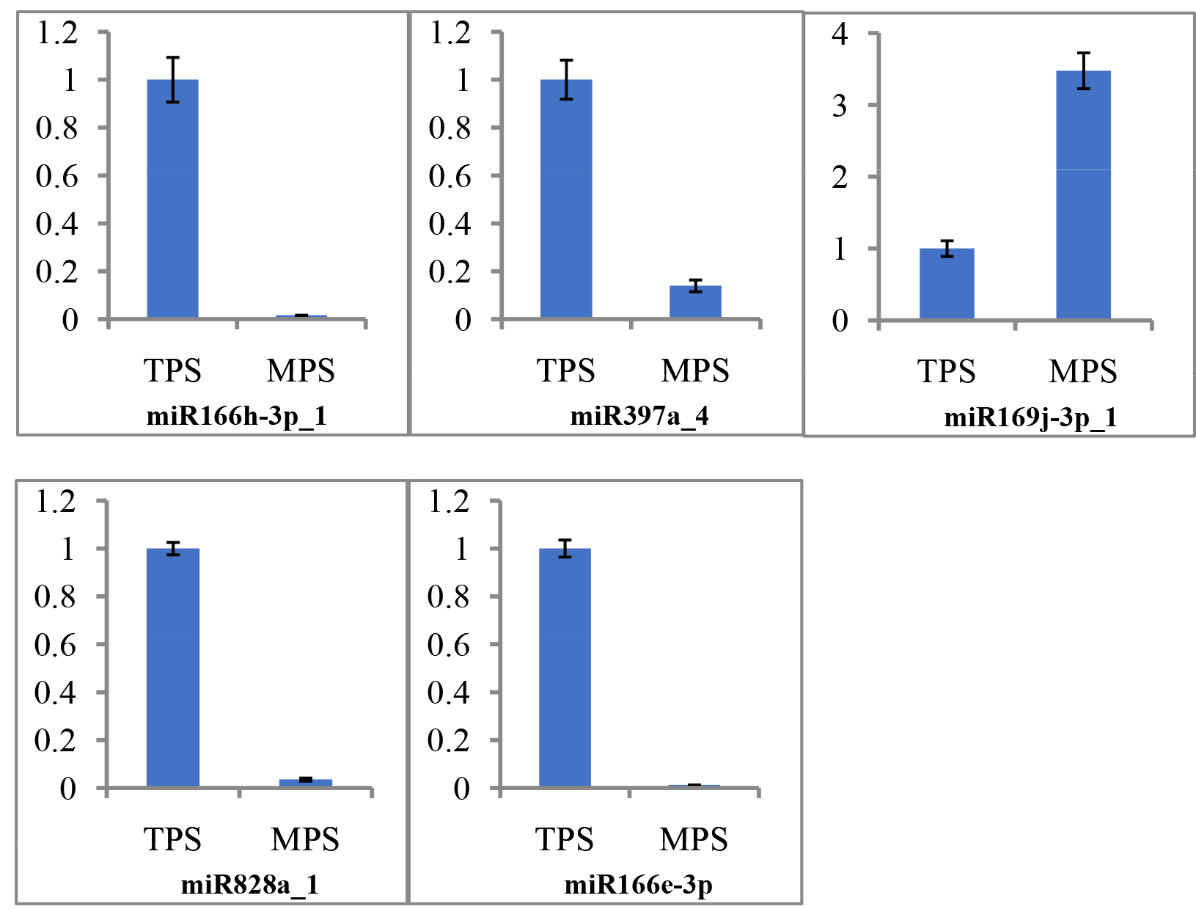

**Fig. S2** qRT-PCR analysis of five differentially expressed miRNAs. Data represent fold change of each gene’s relative quantification in TPS vs.MPS samples; the error bar represented the standard deviation.

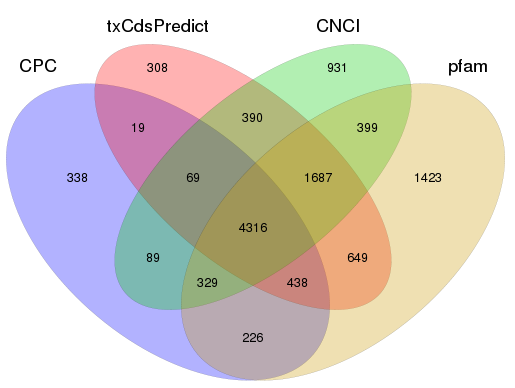

**Fig. S3** Venn diagram showed the transcripts without protein-coding potential based on four bioinformatic methods.

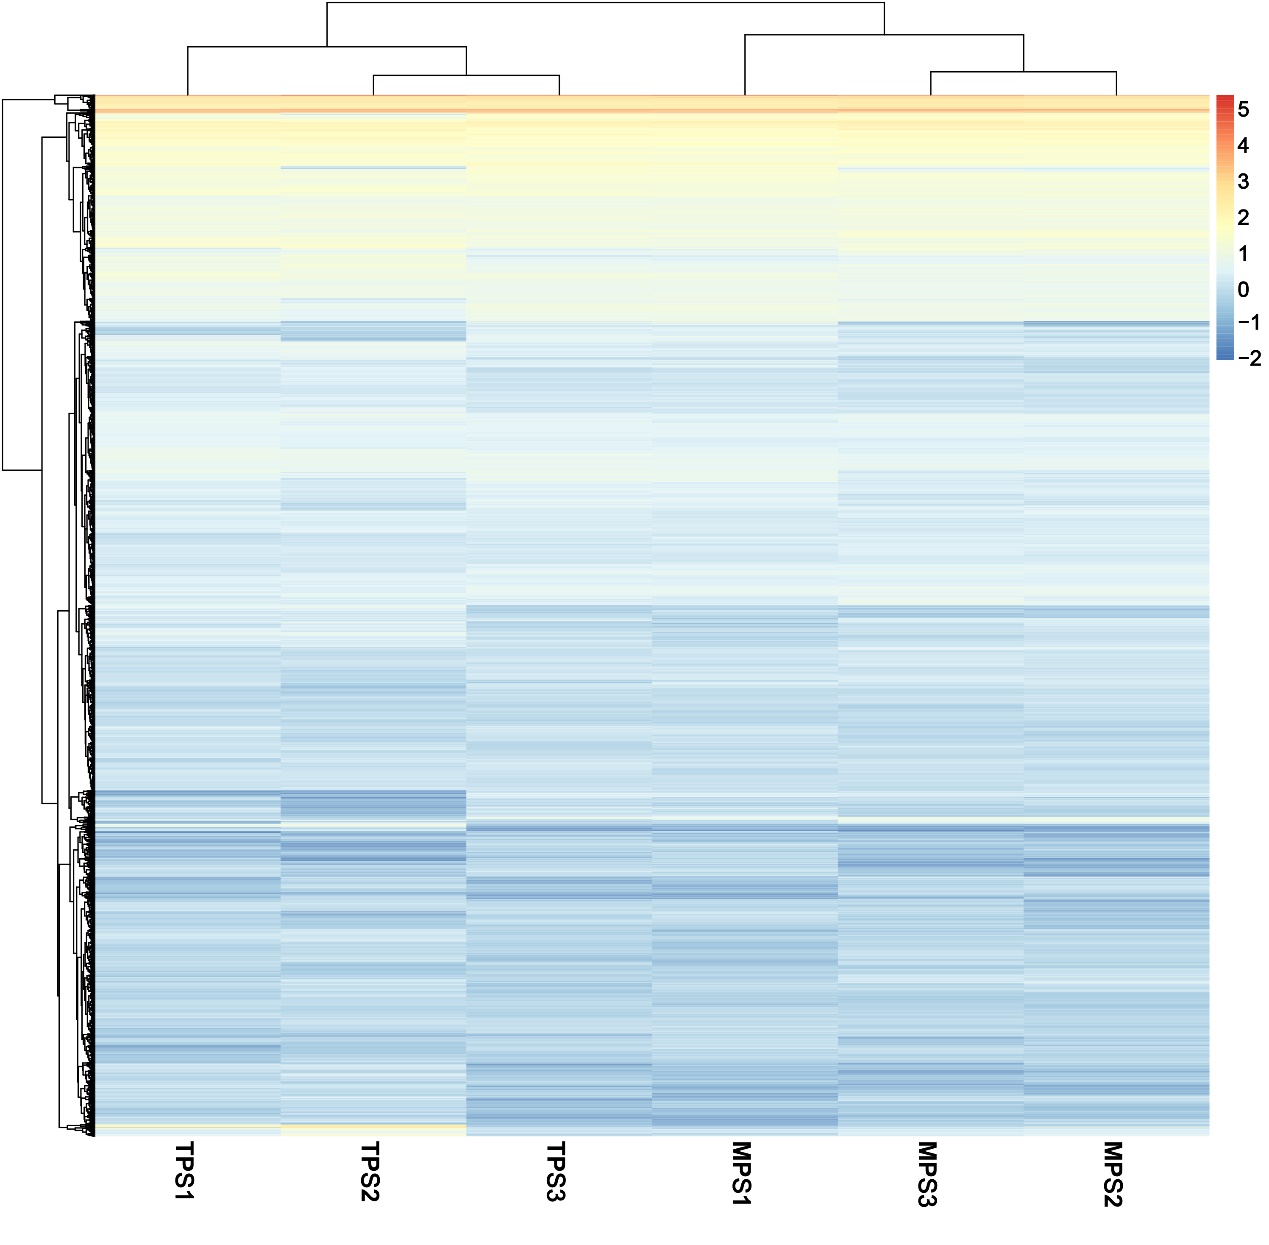

**Fig. S4** The distinct difference in the expression levels of these lncRNAs between TPS and MPS samples

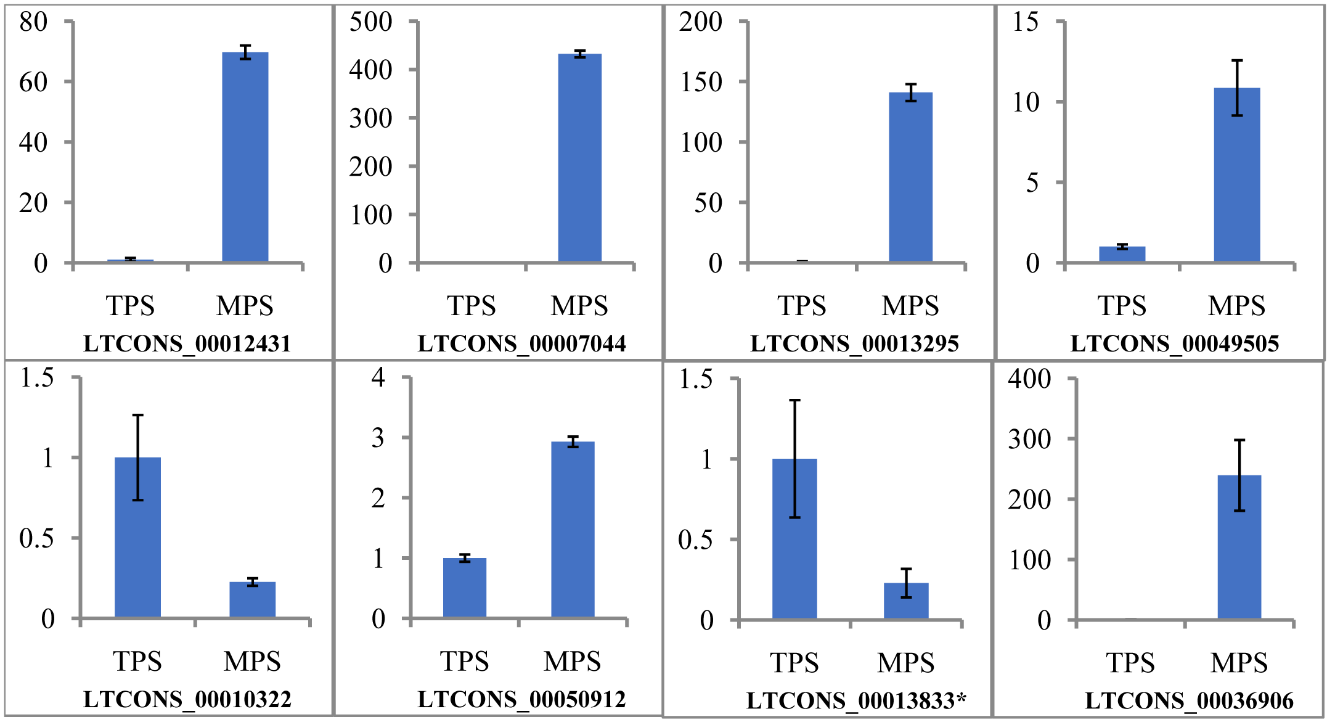

**Fig. S5** qRT-PCR analysis of eight differentially expressed miRNAs. Data represent fold change of each gene’s relative quantification in TPS vs.MPS samples; the error bar represented the standard deviation.

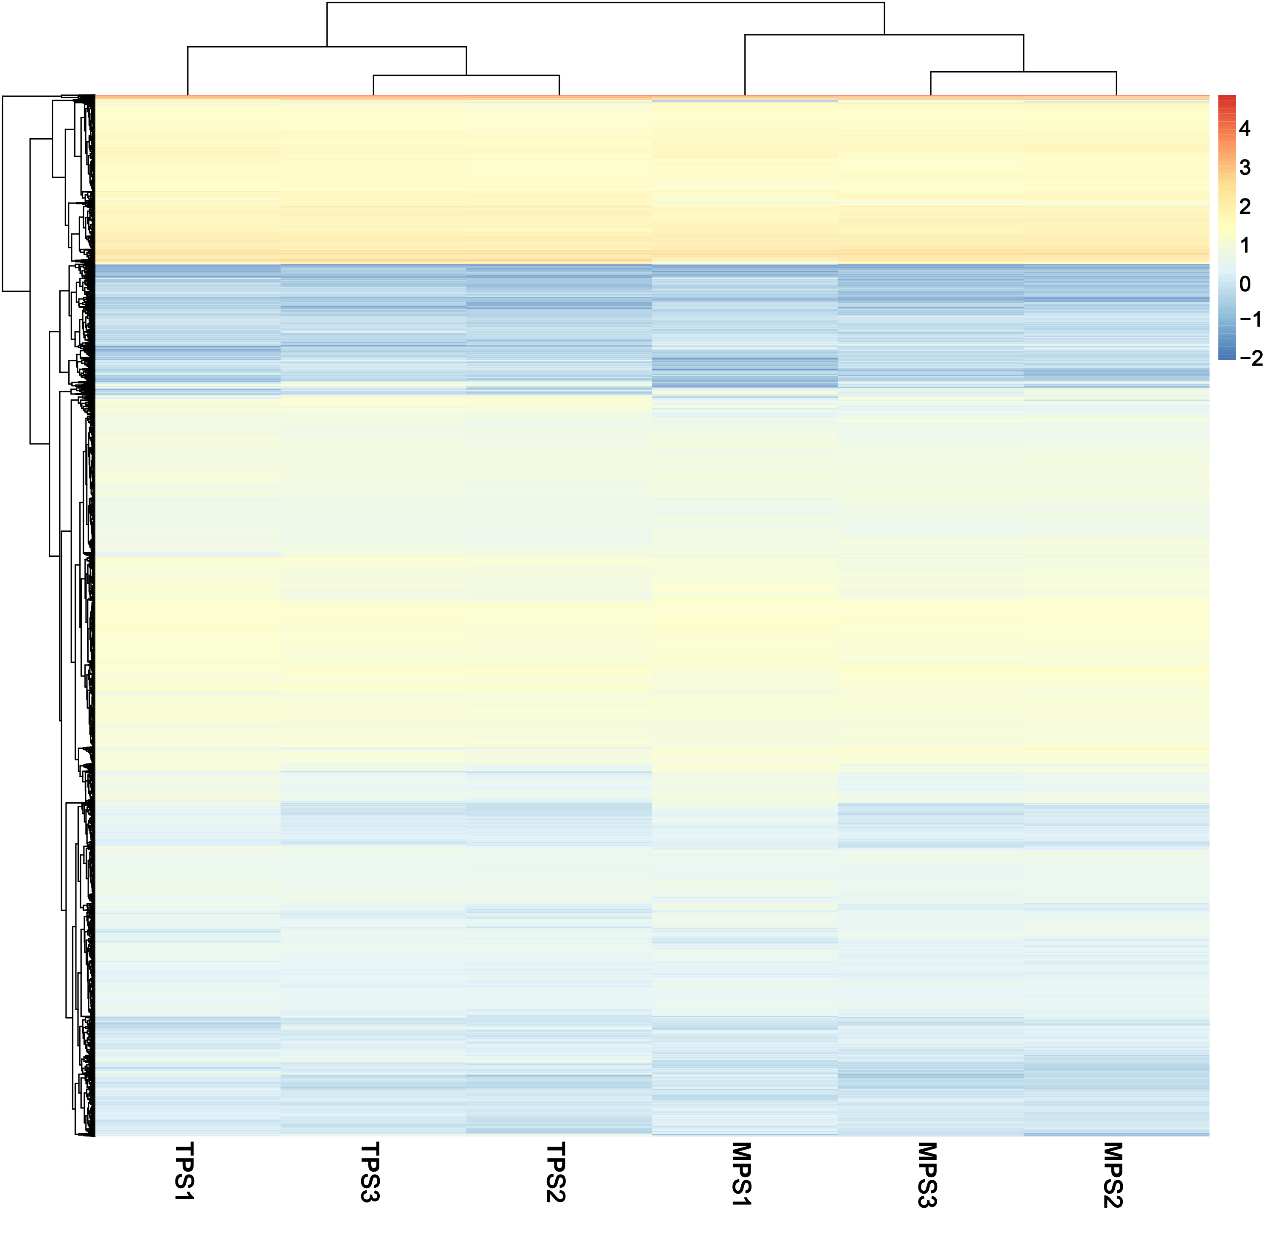

**Fig. S6** The distinct difference in gene expression levels between TPS and MPS.

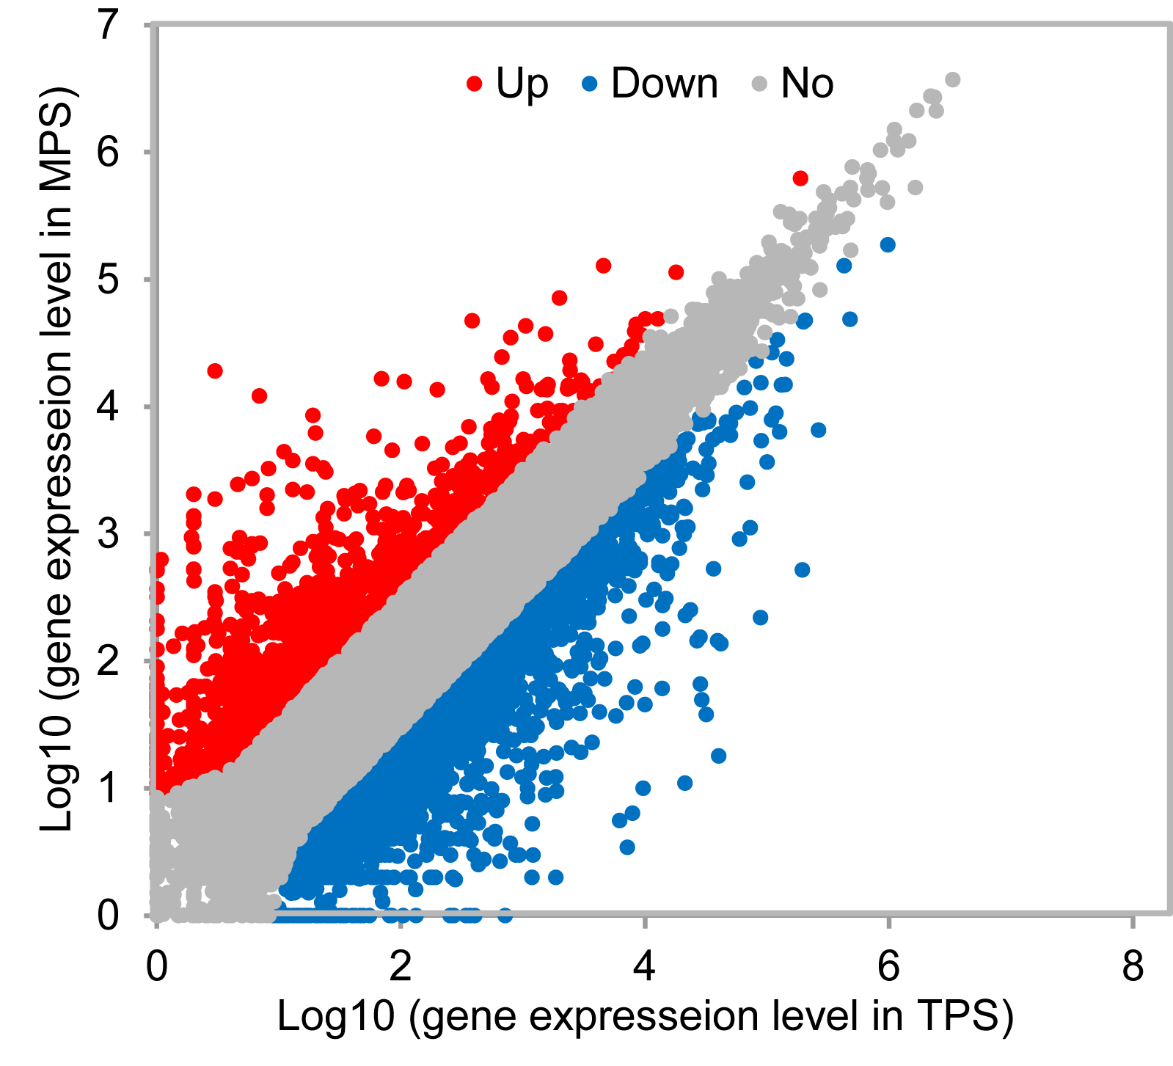

**Fig. S7** Comparison of expression level of protein-encoding genes between TPS and MPS libraries. Red dots represent transcripts more prevalent in the MPS library, green dots show those present at a lower frequency in the MPS library, and blue dots indicate transcripts that did not change significantly.

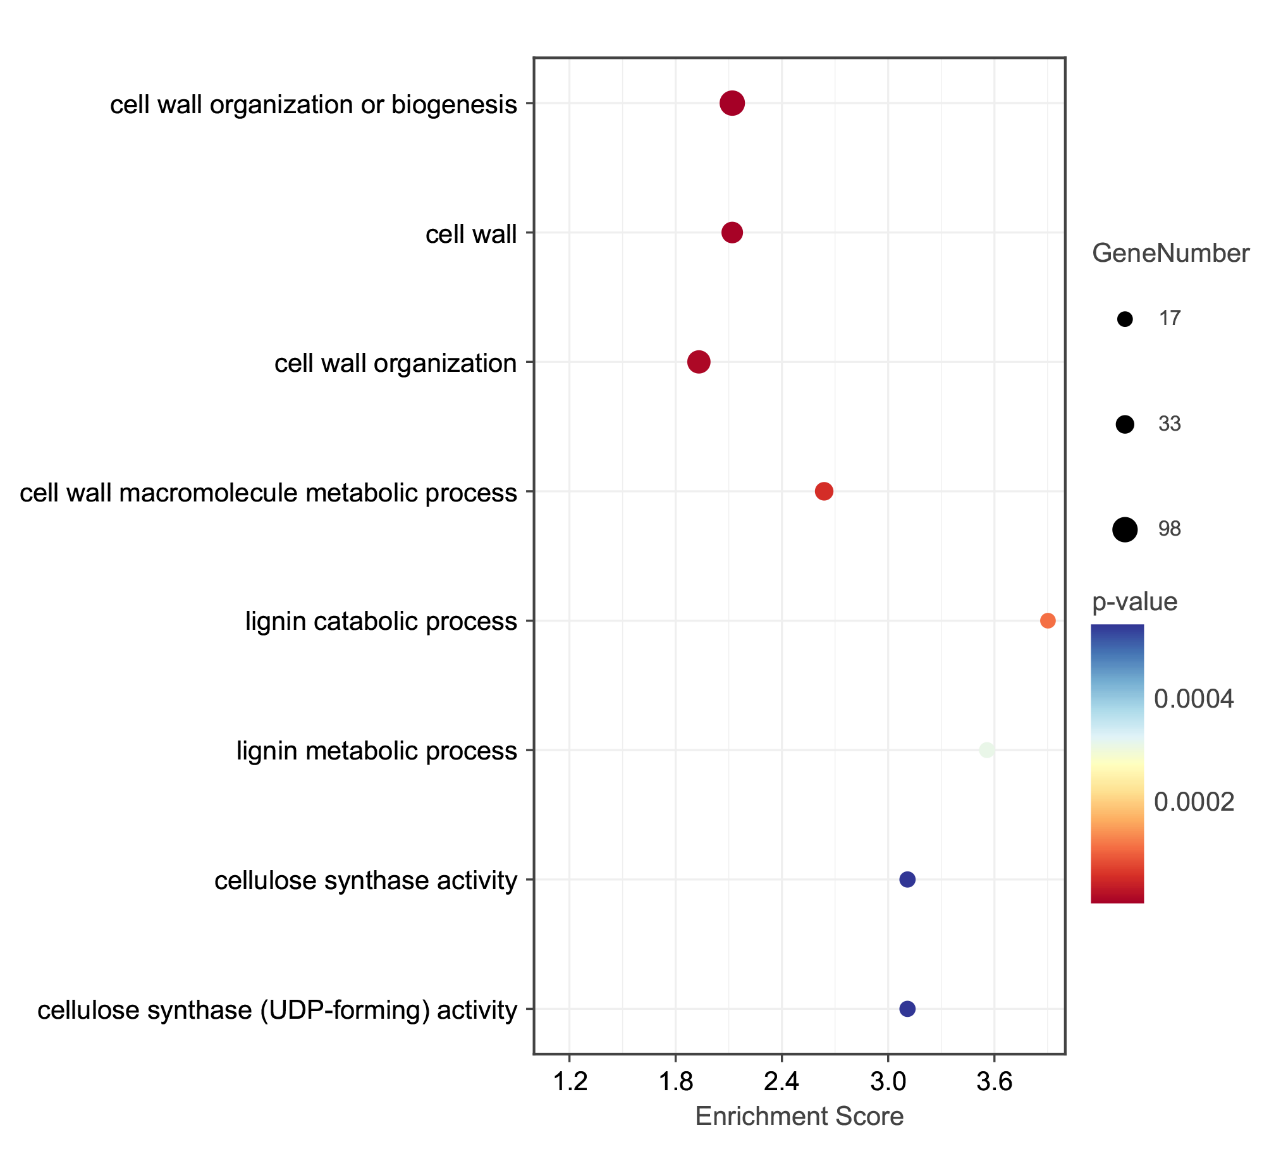

**Fig. S8** Secondary cellular wall biosynthesis-related GO terms with a significant enrichment (*P* < 0.01)

How the deposited data were processed for this re-analysis (not part of the article)

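Bark of the top stem section (TPS) and of the middle stem section (MPS) of ramie was measured in 3 replicates each, by sequencing of whole transcriptomes, of small RNAs and of circRNAs. The samples were grouped by the section given in their labels, and all comparisons are MPS against TPS.

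For the small RNA count values, the authors aligned clean tags with known miRNAs and RNA families, predicted miRNAs from the rest and counted the tags of each small RNA. The TPM values were calculated by the authors from these counts and the library total in the header, and count over total gives them within 0.005. The expected count values were made by the authors with Bowtie2 alignment and RSEM for annotated genes, assembled coding transcripts and lncRNAs. FPKM values were calculated by the authors from the same alignments, per length of transcript and depth of library, and transcripts under 0.01 FPKM are not listed. The circRNA signal values are used as deposited, and how the authors made them is not stated in the paper; their whole-number steps within each library are those of scaled reads, so that they were not treated as counts. Versions of the authors' tools are not given in the sources used here. No reference genome was used, and no reads were aligned again.

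Counts were compared with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr) in R 4.3.3. Expected counts were rounded. Genes, assembled coding transcripts and lncRNAs shared one fit, and p was adjusted by the Benjamini-Hochberg procedure within each class. For small RNAs the header totals were the library sizes. A feature was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The standard errors given with edgeR's log2 fold changes are the absolute log2 fold change over the square root of its F statistic. They are approximate, above all for features near 0 in a section. circRNA values were compared with limma 3.58.1 (trend) on log2 values after adding 0.5 times the smallest value of 38, for circRNAs with a value in at least 3 libraries. The circRNA values were not normalized between libraries. miRNA families with at least 4 tested members were tested with limma's fry test, and with camera at preset and estimated correlation. Single values were compared by two-sided exact permutation tests in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1), and plots were made with matplotlib 3.10.9. For correlations and principal components, log2 values with a prior count of 2 were used. The lists of genes (peroxidases, lignin and phenylpropanoid enzymes, xylan and other secondary wall proteins, cellulose synthases, wall loosening and pectin, NAC and MYB transcription factors, defence proteins, auxin-responsive proteins, cell cycle, cuticle, photosynthesis, and cell death of xylem) were drawn by name from the copy of the paper's Table S4 that was at hand. That copy holds 395 genes higher and 569 lower, of the 3308 that the paper states, so that all counts over lists are of that part. By a rule set when the paper's tables and Fig. 2 to 4 had been read, the features to name were those the paper names, up to 4 members of each list with the lowest adjusted p, and the called features with the largest absolute log2 fold change whose sections do not overlap. These were 10 genes per direction with a Swiss-Prot name and a mean of at least 5 FPKM in the higher section, 10 miRNAs per direction with at least 10 TPM, and 2 lncRNAs and 2 circRNAs per direction. Further names were chosen after their values were seen, which is said where they occur.

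Expected counts per library were 49056682 to 52971221. circRNA values summed to 68593 in TPS replicate 1, which lists 60 circRNAs, and to at most 312091 in the other libraries. The tests on counts were tested on simulated data made from the libraries. At a dispersion of 0.05 and a log2 fold change of 2, edgeR called 98 of 100 changed transcripts among 29520 in the transcriptome comparison. The real libraries had a larger common dispersion of 0.366. For 412 circRNAs, normally distributed values were simulated, with none unlisted and all changes upward. At log2 fold changes of 4 and of 6, limma called 30 of 30 changed features each, with 3 false calls among 63 in all. The real circRNA values include unlisted ones, so that this simulation does not give the power of the circRNA test.

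The replicate numbers were tested for pairing by the correlation of same-numbered deviations from the section means. The correlations for replicates 1, 2 and 3 were 0.492, 0.198 and 0.230 for genes, 0.643, 0.365 and 0.352 for miRNAs, 0.678, 0.354 and 0.429 for lncRNAs and 0.511, 0.162 and 0.446 for siRNAs. For circRNAs they were 0.0952, -0.0466 and -0.118. Between TPS replicate 2 and MPS replicate 3, and TPS replicate 3 and MPS replicate 2, the correlations were of similar size: 0.240 and 0.146 for genes, 0.176 and 0.370 for miRNAs, 0.423 and 0.399 for lncRNAs and 0.105 and 0.293 for siRNAs. Since each correlation of the same number was over 0.1, the numbers were taken to pair the samples, except for circRNAs, but only replicate 1 stands out from the crossed pairs. The replicate number was used as a block in an alternative fit.

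Before the data were examined, the tests, the thresholds, the lists' rule and most of the alternatives were fixed: DESeq2 1.42.0, limma on log2 FPKM or TPM with 0.1 and 1 added, equal medians, quantile normalization, other filters, other library sizes, the replicate block, other fold thresholds, the fold as a ratio of means, and fits without each library in turn. Chosen after seeing the data were replicate 1 as a term of the fit, replicates 2 and 3 only, limma with 0.5 added, counts summed over the libraries of a section, and counting assembled coding transcripts with the genes. Other fold thresholds, and counting assembled transcripts with the genes, reuse the p-values of the main fit, so that they are not independent of it. Ranges of adjusted p and numbers of calls given for single features over the alternatives leave out the summed counts. Target predictions and positions in the genome were not analysed here, and of the paper's qPCR only the direction read from its figures was compared.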

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

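These results were singled out because they come from data on which the paper does not report, and the tests on assembled coding transcripts, siRNA loci and replicate 1 were chosen after the results were seen, while the circRNA test and its fits without 1 library were set beforehand.

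Among assembled coding transcripts outside the annotated genes, edgeR called 15 higher and 43 lower in MPS, of 11396 tested and 1633 with an unadjusted p under 0.05. DESeq2 called 243 higher and 492 lower. With the replicate number as a block, edgeR called 43, of which 15 are among the 58 called without it. Fits without 1 library called 0 without TPS replicate 2, TPS replicate 3 or MPS replicate 2, 5 without MPS replicate 3, 10 without TPS replicate 1 and 11 without MPS replicate 1.

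A value in at least 3 of the 6 libraries was listed for 412 of 5268 circRNAs, and 4282 were listed in 1 library. limma called 0 of the 412, with 84 at an unadjusted p under 0.05. The fits without TPS replicate 3, MPS replicate 1 and MPS replicate 3 called 68, 41 and 29, of which 67, 41 and 29 were higher in MPS. The values were not normalized between libraries, and the median log2 fold change over all 412 was 2.09, 1.82 and 1.03 in these fits. Calls higher in MPS are therefore favoured.

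Of 6683 siRNA loci, 2870 had reads in all 6 libraries. edgeR called 0 of the 4360 loci tested, with 416 at an unadjusted p under 0.05; other tools were not run on them.

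Both replicate 1 libraries shared 268 transcripts that had at least 100 counts in each of them and under 2 in each of the other libraries. No other pair of libraries shared more than 8.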

How the results depend on the processing

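The alternatives with replicate 1 as a term, replicates 2 and 3 only, limma with 0.5 added, summed counts and assembled coding transcripts counted with the genes were chosen after the results were seen, as were the replicate block and left-out libraries for miRNA families; the other alternatives were chosen beforehand.

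DESeq2 called 48 miRNAs, 247 lncRNAs, 1082 genes, 51 genes of the lists and 2 of the features of the paper's pairs, against 0, 1, 103, 9 and 1 from edgeR. limma on log2 FPKM with 0.5, 0.1 and 1 added called 24, 17 and 24 lncRNAs, 316, 301 and 309 genes and 24, 23 and 23 list genes. With equal medians it called 5 lncRNAs, 290 genes and 20 list genes, with quantile normalization 7, 318 and 21, and with the ratio of means as the fold 24, 317 and 24. A mean of at least 2 FPKM gave 2 lncRNAs and 162 genes. No filter on low counts gave 18 genes, 1 list gene and 0 features of the paper's pairs. With 0.1 times the smallest value added, limma called 55 circRNAs, 54 of them higher in MPS. The circRNA values were not normalized between libraries. The median log2 fold change over all 412 circRNAs tested was 2.05 in this fit and 1.29 in the main fit, so that calls higher in MPS are favoured.

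With replicate 1 as a term, edgeR called 31 miRNAs, 385 genes and 25 list genes, and 1 miRNA family passed fry's test for one direction, to which all numbers of families here refer. With replicates 2 and 3 only, it called 0 lncRNAs, 315 genes and 19 list genes, and 0 families passed. With counts summed over a section, so that no spread between replicates enters, 144 miRNAs, 2019 lncRNAs, 5349 genes, 153 list genes and 8 features of the pairs were called, and with the smallest fold of the paper's tables as threshold, 1191 lncRNAs, 3466 genes, 153 list genes and 6 features of the pairs. limma's camera passed 2 families with preset correlation and 0 with estimated correlation.

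With the replicate number as a block, 0 families passed the test for one direction, while miR156, miR167, miR171, miR172, miR393, miR396 and miR399 passed the one for either direction, and 0 features of the paper's pairs were called, since IRX15-L lost its call. The block gave 70 genes, of which 35 are among the 103, 9 list genes, not all the same ones (3 against 1 defence proteins and 1 against 3 peroxidases), 1 lncRNA and 0 miRNAs and circRNAs. Apart from BntWG10001595, CHS1, peroxidase N1, BntWG10003938, BntWG10001019, SHT, NAC100 and IRX15-L, which lost their calls, and AUX28 and MYB34, which gained one, it changed no call of a gene whose values the text gives; of the 20 called genes in the plot, 12 lost their call.

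Without 1 library, the counts ran from 0 to 5 for miRNAs, 0 to 1 for lncRNAs, 0 to 40 for genes, 0 to 68 for circRNAs, 0 to 2 for families, 0 to 1 for list genes and 0 to 0 for the pairs. Component 1 of the separation held 55.2% for miRNAs, 60.4% for lncRNAs, 43.7% for genes and 27.4% for circRNAs on log2 values with 1 added and no filter. Over 92 named features, 1505 values stayed the same in direction and call, 270 gained a call, and 188 lost one; 10 changed direction without a call, of BntWG10016451 and miR408d, and 0 changed direction with one.

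For circRNAs, DESeq2 and edgeR with library totals were not run because the values are not counts. In simulated transcriptome libraries of 29520 transcripts at a dispersion of 0.4, DESeq2 made 30 false calls among 147 and edgeR 0 among 89.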

Differences from the paper's values

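The paper states 51 miRNAs lower in MPS, and edgeR called 0. None of the alternatives set before the data were examined reaches that number (DESeq2 called 20), and counts summed over a section, chosen after seeing the values, gave 75 and dropped 11 of the 88 miRNAs of the paper's Table S2. The paper states 37 miRNAs higher in MPS, and edgeR called 0; DESeq2, set before the data were examined, called 28, and no other alternative came as near. For both directions together the paper's number is 88 and the value here 0, with 48 from DESeq2, 31 with replicate 1 as a term and 144 from summed counts. All these counts of miRNAs are at the paper's thresholds of 0.05 for the adjusted p and a log2 fold change of 1.

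The paper states 1288 differing lncRNAs, and edgeR called 1. No alternative set before the data were examined reaches that number, of which DESeq2 gave the highest with 247. Summed counts with the smallest fold of the paper's table, chosen after seeing the values, gave 1191 and dropped 96 of the 1287 distinct lncRNAs of Table S3. The paper states 3308 differing genes, and edgeR called 103. No alternative set before the data were examined reaches that number, of which DESeq2 gave the highest with 1082. Summed counts with the smallest fold of the paper's table, chosen after seeing the values, gave 3466 and dropped 0 of the genes held of Table S4. That smallest absolute log2 fold change was 1.74 for lncRNAs and, in the part of Table S4 at hand, 1.73 for genes. With it as threshold, edgeR called 1 lncRNA and 90 genes. The other counts of lncRNAs and genes given here are at a log2 fold change of 1. The features of the paper's tables that were tested had the same direction here (65 of 65 miRNAs, 496 of 496 lncRNAs and 365 of 365 genes), which their choice by fold on the same libraries sets beforehand. With replicates 2 and 3 only, it was 66 of 68, 563 of 568 and 403 of 407.

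Fig. 2 and Fig. 3c label their axes as FPKM, while the values here match them as mean expected counts: for BntWG10013420, the mean count was 13 in TPS and 69 in MPS (about 13 and about 69 in Fig. 2, read by eye), and the mean FPKM was 0.46 and 2.45. For lncR_00022274 the mean count in TPS was 5.67 (about 5.6 in Fig. 3c, read by eye) and the mean FPKM 0.18.

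The paper states that the abundance of miR397a_4, the laccase genes and lncR_00022274 differs between the sections; they did not pass the filter on low counts here, and edgeR's fit without that filter called none of them. The exact permutation test gave p = 0.4 for miR397a_4 and lncR_00022274 and p = 0.1 for the laccase genes in FPKM. It states the same of miR397a_5, miR828a_1, BntWG10013420 and lncR_00050912, for which the adjusted p from edgeR was 0.314, 0.335, 0.134 and 0.409; DESeq2 called BntWG10013420. Summed counts, chosen after seeing the values, called 8 of the features of the paper's pairs. The paper states that samples of the sections are distinct in their miRNA and lncRNA levels, while here component 1 parted replicate 1 from the rest (46.9% and 49.8% of the variance) and component 2 parted the sections. It states that qPCR of lncRNAs went with the sequencing; by the bars of Fig. S5, with the colours taken as its legend gives them, 1 of 8 lncRNAs has the direction of the FPKM values and 7 have the opposite one (7 and 1 if the colours were read the other way), while in Fig. S2 5 of 5 miRNAs have the same direction.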

Other observations

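The tests in this part on other splits of the samples, on replicate 1 and on cellulose synthase genes were chosen after the results were seen. The part of the paper's Table S4 at hand lists 18 auxin-responsive genes, all as lower in MPS, so that their sign was set by the choice. All 6 that could be tested had a negative log2 fold change, with a median of -3.10; edgeR called 0 of them, 6 had an unadjusted p under 0.05 (6 lower when adjusted over the list alone), and DESeq2 called 4 lower. AUX28 (BntWG10003037), a repressor of early auxin response genes, was at 118 ± 58.9 FPKM in TPS and 20.1 ± 9.28 FPKM in MPS (SD, n = 3). Its log2 fold change was -2.59 (adjusted p = 0.122 from edgeR, and 0.000669 to 0.363 over all alternatives but summed counts). With the replicate number as a block, AUX28 was called lower. The 10A5 gene BntWG10011684 was at 5.87 ± 3.67 FPKM and 0.230 ± 0.173 FPKM (adjusted p = 0.0757 from edgeR). Of 4 tested genes of the cell cycle, all had a negative log2 fold change, edgeR called 0, 2 had an unadjusted p under 0.05 (2 lower when adjusted over the list alone), and DESeq2 called 2 lower. CYCU2-1 (BntWG10004658), a cyclin, was at 158 ± 86.3 FPKM in TPS and 28.9 ± 9.42 FPKM in MPS (adjusted p = 0.0848 from edgeR). Every MPS library of these 3 genes lay below every TPS library, and 10% of genes part the sections one way or the other by chance, a share that is no reference for genes the study chose on the same libraries.

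Of 8 tested MYB genes, edgeR called 0, 5 had an unadjusted p under 0.05 (3 higher and 2 lower when adjusted over the list alone), and DESeq2 called 3 higher and 2 lower. MYB34 (BntWG10005546), which controls indole glucosinolates in other plants, was at 6.96 ± 2.61 FPKM in TPS and 1.02 ± 0.395 FPKM in MPS (adjusted p = 0.0739 from edgeR), and MYB3 (BntWG10003917) at 0.197 ± 0.107 FPKM and 4.58 ± 3.80 FPKM (adjusted p = 0.127 from edgeR). Of 10 tested genes of cuticle and epidermis, edgeR called 0, 6 had an unadjusted p under 0.05 (2 higher and 4 lower when adjusted over the list alone), and DESeq2 called 2 higher and 4 lower. The lipid-transfer protein gene BntWG10009541 was at 127 ± 62.0 FPKM in TPS and 3.31 ± 2.75 FPKM in MPS (adjusted p = 0.0739 from edgeR), and HHT1 (BntWG10010510), which makes suberin aromatics, at 0.110 ± 0.0854 FPKM and 20.0 ± 16.3 FPKM (adjusted p = 0.0884 from edgeR). Of 2 tested genes of photosynthesis, edgeR called 0 and both had an unadjusted p under 0.05 (1 higher and 1 lower when adjusted over the list alone), and DESeq2 called 1 lower. CAB25 (BntWG10000221) was at 4.61 ± 1.39 FPKM in TPS and 0.987 ± 0.879 FPKM in MPS (adjusted p = 0.223 from edgeR). psbA (BntWG10003397) was at 3.81, 4.04 and 3.23 FPKM in TPS and 5.33, 353 and 4.24 FPKM in MPS, so that its difference rests on MPS replicate 2, without which its log2 fold change was 0.38. The 1 tested gene of xylem cell death, AMC9 (BntWG10002856), had an adjusted p = 0.586 from edgeR and was not called by DESeq2. The study chose these lists on the same libraries, so that the counts adjusted over a list alone are not independent evidence.

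The 6 libraries can be split into 3 and 3 in 10 ways, which cannot give a share of splits under 0.05. edgeR called 103 genes in the real split and 0 at most in any other, so that 1 of the 10 splits gave as many, and 1 lncRNA against 0, also 1 of the 10. For miRNAs it called 0, against 1 at most (the split with TPS replicates 1 and 3 and MPS replicate 3 on one side); with 0 calls in the real split, all 10 splits give as many in any case, and the number says nothing about chance. Of miRNA families, 2 passed fry's test for one direction against 1 at most, in 1 of the 10 splits. For circRNAs, limma called 0 in the real split and 68 when TPS replicates 1 and 2 and MPS replicate 1 were set against the rest, and here too the 10 splits say nothing about chance. That split sets the libraries that list the fewest circRNAs (60, 544 and 1108) against those that list the most (1489, 1847 and 1861). The 3 other splits that part all pairs of the same number gave 0 genes, lncRNAs, miRNAs and families.

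Transcripts present in both replicate 1 libraries and missing from the others are a pattern of these data on which the paper does not report. Sequencing depth is argued against, since the replicate 1 libraries held 1.06 times the mean total count of the others. Reads added from another source are argued against, since 82 transcripts with at least 100 counts in each of the other libraries had under 2 in both replicate 1 libraries, against at most 8 for other pairs. A candidate explanation is that the replicate 1 plants were of another genotype or source: 83 siRNA loci showed the same pattern, against 0 for the other pairs of a TPS and an MPS library. Any other cause shared by the replicate 1 libraries could give such loci too, so that these values do not favour another genotype or source over it. Another genotype or source is a hypothesis, found and tested on the same data.

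The cellulose synthase genes BntWG10024039 and BntWG10007243 were higher in TPS replicate 1 than in TPS replicates 2 and 3. An exchange of labels between the replicate 1 libraries is argued against, since TPS replicate 1 lay nearer to MPS in 64 of 200 genes that differ most between the sections in replicates 2 and 3. Middle stem bark mixed into the TPS replicate 1 sample stays open: over the 100 genes ranked first as higher in MPS, TPS replicate 1 had a median of 0.174 of the way to MPS, against 0.00424 and 0.00271 for TPS replicates 2 and 3 ranked the same way, and 0.198 for BntWG10024039 and 0.276 for BntWG10007243. The shares of other libraries were as large: over the 100 genes ranked first as lower in MPS, the medians were 0.456, 0.401 and -0.169 for TPS replicates 1, 2 and 3, and over the genes higher in MPS, MPS replicates 1, 2 and 3 lay at 0.526, 0.0283 and 0.848 of the way to TPS. The share of TPS replicate 1 is therefore not a mark of mixing on its own. A later stage or lower position of the bark in that sample could give the same values and was not tested.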
